# TMEM45A is essential for hypoxia-induced chemoresistance in breast and liver cancer cells

**DOI:** 10.1186/1471-2407-12-391

**Published:** 2012-09-06

**Authors:** Lionel Flamant, Edith Roegiers, Michael Pierre, Aurélie Hayez, Christiane Sterpin, Olivier De Backer, Thierry Arnould, Yves Poumay, Carine Michiels

**Keywords:** Chemoresistance, Cancer, Gene expression, Hypoxia, Apoptosis, Microarrays

## Abstract

**Background:**

Hypoxia is a common characteristic of solid tumors associated with reduced response to radio- and chemotherapy, therefore increasing the probability of tumor recurrence. The aim of this study was to identify new mechanisms responsible for hypoxia-induced resistance in breast cancer cells.

**Methods:**

MDA-MB-231 and HepG2 cells were incubated in the presence of taxol or etoposide respectively under normoxia and hypoxia and apoptosis was analysed. A whole transcriptome analysis was performed in order to identify genes whose expression profile was correlated with apoptosis. The effect of gene invalidation using siRNA was studied on drug-induced apoptosis.

**Results:**

MDA-MB-231 cells incubated in the presence of taxol were protected from apoptosis and cell death by hypoxia. We demonstrated that TMEM45A expression was associated with taxol resistance. TMEM45A expression was increased both in MDA-MB-231 human breast cancer cells and in HepG2 human hepatoma cells in conditions where protection of cells against apoptosis induced by chemotherapeutic agents was observed, i.e. under hypoxia in the presence of taxol or etoposide. Moreover, this resistance was suppressed by siRNA-mediated silencing of TMEM45A. Kaplan Meier curve showed an association between high TMEM45A expression and poor prognostic in breast cancer patients. Finally, TMEM45 is highly expressed in normal differentiated keratinocytes both in vitro and in vivo, suggesting that this protein is involved in epithelial functions.

**Conclusion:**

Altogether, our results unravel a new mechanism for taxol and etoposide resistance mediated by TMEM45A. High levels of TMEM45A expression in tumors may be indicative of potential resistance to cancer therapy, making TMEM45A an interesting biomarker for resistance.

## Background

The development of therapy resistance continues to be a major problem in the treatment of patients with cancer. Treatment failure has been very recently identified as one of the four major issues in cancer research [1]. Identification of underlying mechanisms is thus of great value.

Some mechanisms underlying cancer resistance to chemotherapy have been unraveled [2]. One of the well characterized cellular factors of resistance is the overexpression of the P-glycoprotein encoded by the MDR1 gene [3]. This protein is an efflux pump that expulses the chemotherapeutic drug out of the tumor cells. Other efflux pumps have been identified, all belonging to the ABC (ATP-binding cassette) transporter family, which expression may also play a role in inducing chemoresistance [4]. Numerous molecules inhibiting efflux pump activity have been tested but without real therapeutic success or with unacceptable toxicity [5]. Other important causes of resistance are the molecular alterations of the drug targets. Other resistance mechanisms include enhanced DNA repair, loss of p53, inhibition of apoptosis, activation of cell survival pathways caused by mutations or epigenetic alterations occurring in the context of genetic instability (selection of resistant cells) [6]. There are however still numerous open questions regarding the mechanisms allowing cancer cells to escape drug-induced toxic effects.

Tumor hypoxia is often associated with resistance to chemotherapy [7] and radiotherapy [8], with tumor progression, aggressiveness and metastasis, and therefore with an increased probability of tumor recurrence [9]. Identification of the mechanisms responsible for this protection would therefore have significant clinical benefits.

Hypoxia, the reduction of the normal level of tissue oxygen tension, is a common feature of solid tumors caused by of the abnormal vascular network and the high proliferation rate of cancer cells [10]. Intratumoral hypoxia develops when cells are located further than 100–180 μm from a functional blood vessel. Indeed, oxygen is unable to diffuse beyond this distance from a capillary before it is completely metabolized.

It was shown that up to 50-60% of locally advanced solid tumors may exhibit hypoxic and/or anoxic tissue areas heterogeneously distributed within the tumor mass [11]. Hypoxia occurs in breast tumors, as in other solid tumors, mostly because of tumor outgrowing of the existing vasculature (reviewed in [12]). In breast cancer, hypoxia has been correlated with bad prognosis. Indeed, HIF-1α [13] or HIF-2α [14] expression, as surrogate markers of tumor hypoxia, correlates with distant recurrence and poor outcome. Furthermore, expression profiles of the hypoxic markers, GLUT1 and CAIX, also correlate with adverse prognostic factors in breast cancer [15]. Hepatocellular carcinomas were also reported to display hypoxia [16]. Hypoxic regions have also been identified in tumors of many other histotypes such as brain tumors [17,18], head and neck [19] or cervical [20], endometrial [21] and lung [22] cancers.

It is now thought that hypoxia, according to its severity, can either promote apoptosis and cell death or contrariwise induce cell growth and survival by provoking an adaptive response. To survive in the hypoxic environment which takes place in the centre of solid tumors, cells co-opt adaptive mechanisms leading to a variety of biological responses, i.e. switching to a glycolytic metabolism, proliferation, evasion of apoptosis, obtaining a limitless replicative potential, induction of angiogenesis, invasion of the immune system and tissue invasion and metastasis [23].

If some mechanisms underlying the hypoxia-induced radio- and chemoresistance begin to be understood, the actual actors of the protection still need to be identified. The aim of this study was to characterize the mechanisms underlying the hypoxia protection against paclitaxel-induced apoptosis observed in MDA-MB-231 cells, but also the hypoxia protection against etoposide-induced apoptosis previously observed in HepG2 cells [24,25].

We exposed MDA-MB-231 cells to two chemotherapeutics agents, paclitaxel and epirubicin, used as apoptosis inducers. These two drugs belong respectively to the class of taxoids and anthracyclines, which are considered to be the most active agents in the treatment of breast cancer [26]. Paclitaxel binds to microtubules and causes their stabilization, inducing cell cycle arrest at G2/M mitotic phase followed by apoptosis. It also induces modulation of the expression or posttranslational modification of pro- and anti-apoptotic proteins [27]. Epirubicin HCl, a derivative of doxorubicin, leads to the inhibition of DNA and RNA synthesis by intercalation between base pairs of the DNA/RNA. It also inhibits topoisomerase II by stabilizing DNA-topoisomerase complex, resulting in DNA damage and induction of apoptosis and cell death [28]. It was also proposed that epirubicin could induce formation of reactive oxygen species promoting apoptosis [29]. As a second experimental model, we used etoposide to induce cell death in HepG2 cells. This antineoplastic drug functions as a topoisomerase II inhibitor, hence inducing double strand breaks in DNA, leading to the activation of apoptosis in a p53 dependent manner [30]. The biochemical and molecular mechanisms of apoptosis activation by these drugs are complex and are still under investigation.

We recently highlighted two mechanisms by which hypoxia protects cells from apoptosis via the activation of hypoxia-inducible factor-1 (HIF-1) and AP-1 transcription factors and the consecutive changes in expression of anti- and pro-apoptotic proteins [31]. Here, we investigated other changes in gene expression that may explain how hypoxia exerts its protective effect against paclitaxel induced-apoptosis.

## Results

### Hypoxia protects MDA-MB-231 cells against paclitaxel-induced apoptosis

Recent studies showed that hypoxia confers resistance against chemotherapy-induced apoptosis in cancer cells [32,33]. We have shown previously that hypoxia protects human breast cancer MDA-MB-231 cells against paclitaxel-induced apoptosis [31]. To confirm the effect of hypoxia on paclitaxel- and epirubicin-induced apoptosis, we assessed caspase 3 activity and cell death in MDA-MB-231 cells incubated with these drugs under normoxia or hypoxia (Figure 1A, B). 50 μM paclitaxel and 10 μM epirubicin were chosen, from concentration titration curve, to induce a marked induction of apoptosis in order to be able to observe a protective effect but not a too high induction of ell death that could no longer be inhibited (data not shown). Hypoxia per se did not induce apoptosis or cell death since no increase in caspase 3 activity or LDH release was observed. Paclitaxel and epirubicin triggered apoptosis and cell death as shown by an increase in caspase 3 activity and in LDH release in normoxia. Hypoxia did not modify epirubicin-induced apoptosis or cell death. However, it markedly inhibited paclitaxel-induced increase in caspase 3 activity and LDH release. Hypoxia also inhibited paclitaxel-induced increase in caspase 3 activity at 100 μM (data not shown).

**Figure 1:**
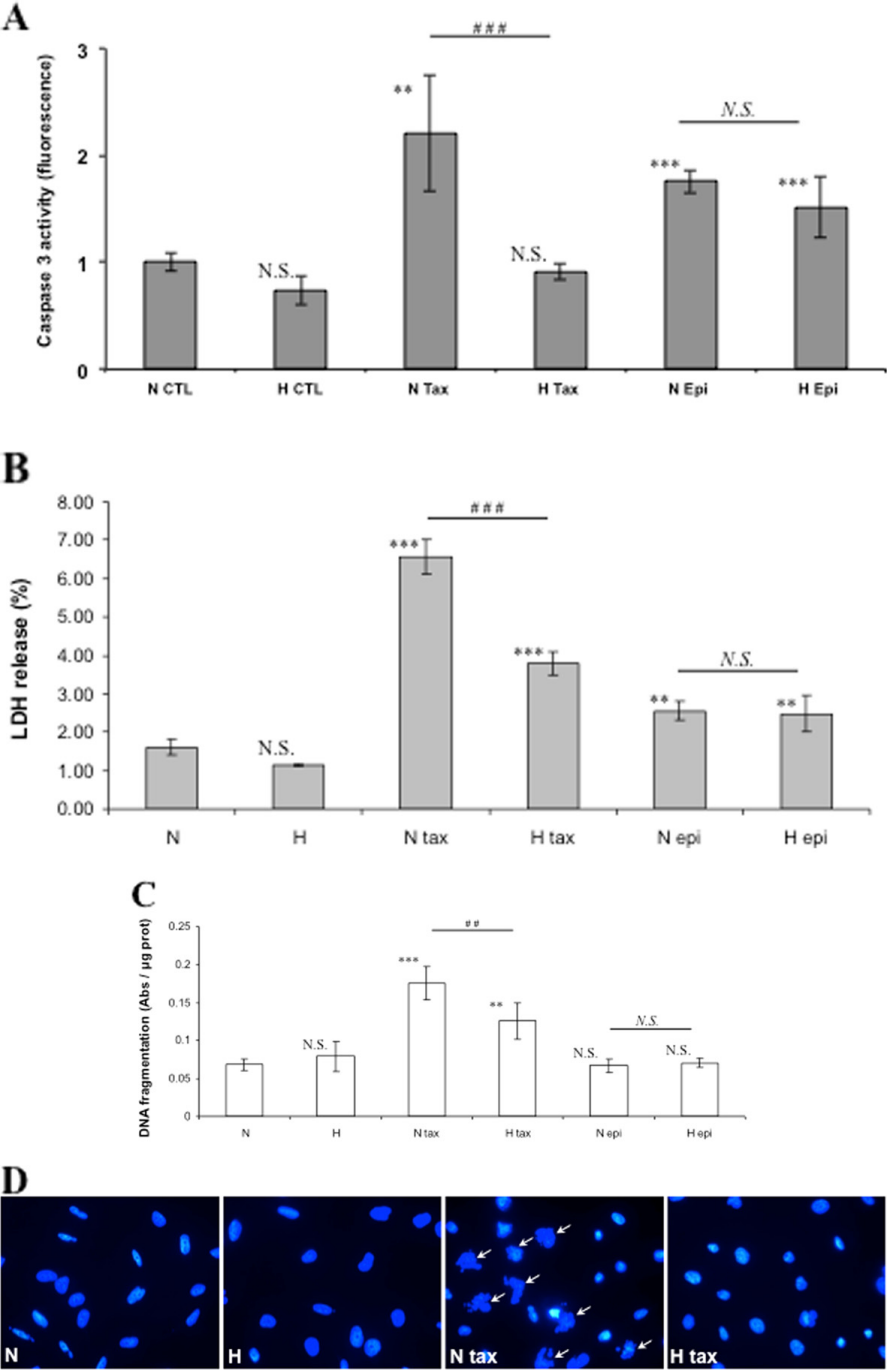
**Effect of hypoxia on paclitaxel or epirubicin-induced apoptosis and cell death.** MDA-MB-231 cells were incubated under normoxic (N) or hypoxic (H) conditions with or without paclitaxel (tax, 50 μM) or epirubicin (epi, 10 μM) for 16 hours. (**A**) Caspase 3 activity was assayed by measuring free AFC released from the cleavage of the caspase 3 specific substrate Ac-DEVD-AFC. Results are expressed in fluorescence intensity, as mean ± 1 SD (n = 3). (**B**) After the incubation, LDH release was assessed. Results are expressed as mean ± 1 SD (n = 3). (**C**) After the incubation, DNA fragmentation was assayed using an ELISA for soluble nucleosomes (Cell Death Detection Elisa, Roche). Results are expressed as mean ± 1 SD (n = 3). (**D**) Nuclear fragmentation was observed after nuclei labeling with DAPI using non-confocal fluorescent microscope (40x magnification). Fragmented nuclei are pointed by arrows. N.S. = non significantly different from control, ** = significantly different from control (p < 0.01), *** = significantly different from control (p < 0.001) ; *N.S.* = no significant difference between N epi and H epi, ## = significant difference between N tax and H tax (p < 0.01). ### = significant difference between N tax and H tax (p < 0.001).

DNA fragmentation was also assessed. An increase in DNA fragmentation was observed in the presence of paclitaxel under normoxia, which was significantly decreased by hypoxia (Figure 1C). No effect of epirubicin was detected, probably because an incubation of 16 hours was not long enough to induce the later stages of apoptosis. Nucleus morphology was observed in fluorescence microscopy after cell labelling with DAPI. Fragmented nuclei were observed in cells exposed to paclitaxel under normoxia but neither in cells exposed to paclitaxel under hypoxia, nor in cells that were not incubated with paclitaxel (Figure 1D).

Altogether, these data demonstrated that hypoxia was able to protect MDA-MB-231 cells against the paclitaxel-induced apoptosis.

### Hypoxia combined with paclitaxel or epirubicin induces changes in gene expression

In order to identify the mechanism(s) responsible for the hypoxia-induced protection, Affymetrix whole transcriptome analysis was performed using RNA isolated from control cells and from cells incubated in the presence of taxol or epirubicin, both under normoxia and hypoxia. 

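The hybridizations covered 18 arrays, of which 12 were compared here, 2 for each of 6 conditions. The conditions were control cells (N and H), cells with 50 µM paclitaxel (N tax and H tax) and cells with 10 µM epirubicin (N epi and H epi), each for 16 hours at 20% or 1% oxygen. On the other 6 arrays, the third of each condition by title, the title and the source name gave different drugs and the same oxygen level, so they were assigned to no condition. They entered the comparisons only as alternatives, added once by title and once by source name. All 6 correlated more closely with the arrays of the condition in their title than with those of the condition in their source name. The values were log2 signals after GC-RMA, under standard Affymetrix probe set names, while the methods of the paper name AffyProbeMiner chip definitions. Of 54613 probe sets without controls, 24151, with probe sets of 11197 named genes among them, exceeded the paper's presence threshold of 8.84 on both arrays of at least 1 condition and were tested. Between 41.4% and 42.6% of the probe sets were present on each array. Differences were tested with limma in 1 fit of the 12 arrays, and a probe set was called changed at an adjusted p under 0.05. In data with simulated changes between N tax and H tax, this test recovered 50.7% of changes of 1 log2 unit, 92.5% of changes of 2 and 100% of changes of 4, with 8 false calls among 24151 probe sets. Recovery was not estimated for the other comparisons. The simulated spread need not match the real one, since the N epi replicates differed widely in several genes.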

Experimental triplicates were analyzed for each experimental condition.

Unsupervised hierarchical clustering was performed without any gene selection in order to group the conditions on the basis of their similarity measured over all probe sets of the array (Additional file 1: Figure S1). 

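Both drugs altered the expression profile of MDA-MB-231 cells in normoxia. Paclitaxel raised 2291 and lowered 3335 of 24151 present probe sets (23.3%, N tax against N, n = 2 arrays per condition), and epirubicin raised 5977 and lowered 6721 (52.6%, N epi against N). With 1 array left out, the number of changed probe sets ranged from 2478 to 6471 with paclitaxel and from 9148 to 12211 with epirubicin. SHROOM2, which encodes an actin-binding protein, fell by 5.75 log2 units with paclitaxel (standard error 0.28, adjusted p = 5.52e-05) and was at least 63.3-fold lower with epirubicin (adjusted p = 5.62e-06). LAMP3, which encodes a lysosomal membrane protein, rose by 4.99 log2 units with paclitaxel (standard error 0.39, adjusted p = 0.000212). SLC20A1, a phosphate transporter gene, was at least 74.8-fold lower with epirubicin on 1 probe set (adjusted p = 1.32e-06), and its other probe set fell by 3.11 log2 units. Arrays were then clustered by average linkage on their centered correlation over all probe sets, which is a similarity across genes and not a test. The 4 control arrays joined at 0.9937 and the 4 paclitaxel arrays at 0.9957. Both groups joined each other at 0.987, and the 4 epirubicin arrays joined them last, at 0.9527. With Spearman's correlation, N epi replicate 2 joined the 8 arrays without epirubicin at 0.966, before the other 3 epirubicin arrays. With the third arrays added by title, 9443 probe sets changed with paclitaxel and 16131 with epirubicin. With these arrays added by source name, limma called 0 probe sets changed in each of the 8 comparisons made, with 300 for N tax against N and 633 for N epi against N at an unadjusted p under 0.05.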

Unsupervised cluster analysis using centered correlation and average linkage showed that control cells were well separated from drug-treated cells. Moreover, for control cells and cells incubated in the presence of taxol, hypoxia was separated from normoxia while it was not the case for epirubicin-treated cells. These results are in good accordance with the protection of drug-induced apoptosis brought by hypoxia for paclitaxel but not for epirubicin.

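Hypoxia raised 1064 and lowered 1233 probe sets in control cells, raised 255 and lowered 66 in paclitaxel-treated cells, and raised 92 and lowered 274 in epirubicin-treated cells (n = 2 arrays per condition). Of the 1064 raised in control cells, 967 (90.9%) had a higher mean in H tax than in N tax, 210 of them past the test, and 618 (58.1%) had a higher mean in H epi than in N epi, 5 of them past the test, while 20 of the 1064 fell past the test from N epi to H epi. P4HA1, a collagen prolyl hydroxylase gene, rose 11.3-fold from N to H (log2 change 3.50, standard error 0.12, adjusted p = 6.07e-06) and 5.73-fold from N tax to H tax (adjusted p = 0.000136), while its log2 change from N epi to H epi was -0.17 (adjusted p = 0.556). HIF1A, which encodes the oxygen-regulated subunit of HIF-1, fell by 2.06 log2 units in control cells (adjusted p = 0.000153) and by 1.43 with paclitaxel (adjusted p = 0.00242), against a log2 change of -0.04 with epirubicin (adjusted p = 0.945). The transcripts lowered in H epi included CXCR4, a chemokine receptor gene, at least 16.8-fold lower (adjusted p = 0.00964), with a wide spread in N epi (7.21 ± 1.18, log2 mean ± SD). Tested directly, the hypoxia effect differed between epirubicin-treated and control cells for 956 probe sets, between paclitaxel-treated and epirubicin-treated cells for 198, and between paclitaxel-treated and control cells for 29. In the clustering, the N, H, N tax and H tax arrays each joined their replicate first, at 0.9986, 0.998, 0.9978 and 0.9969. With Spearman's correlation, H tax replicate 2 joined the N tax arrays at 0.9816, before H tax replicate 1 did. H epi replicate 1 joined N epi replicate 1 at 0.9958, and N epi replicate 2 joined the other 3 epirubicin arrays last, at 0.9863. Without 1 array at a time, the number of changed probe sets ranged from 494 to 2642 in control cells and from 143 to 336 with paclitaxel. The 366 changes from N epi to H epi became 3021 without N epi replicate 1, 1398 without H epi replicate 1, 200 without N epi replicate 2 and 152 without H epi replicate 2, and the 3 differences of hypoxia effects ranged from 165 to 3184, 69 to 2247 and 3 to 30, in the order above. In fits of each comparison's own 4 arrays, limma called 0 probe sets for H epi against N epi and 1 for H tax against N tax, with 1704 and 3287 at an unadjusted p under 0.05.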

We hypothesized that gene expression modifications in the different conditions could influence the paclitaxel-induced apoptosis, leading to cell protection in hypoxia. 

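Genes of the hypoxia response and of glycolysis rose together in H tax relative to N tax, as they did in H relative to N. Of 27 measured hypoxia response genes, 24 rose in control cells (24 adjusted over the list alone, median log2 change 2.45) and 20 rose in paclitaxel-treated cells (24 adjusted over the list alone, median 1.87), with n = 2 arrays per condition. MIR210HG, the host transcript of miR-210, rose from 2.84 ± 0.73 in N, a mean under the presence threshold, to 9.10 ± 0.31 in H (log2, mean ± SD, adjusted p = 2.59e-05) and was at least 16.4-fold higher in H tax than in N tax (adjusted p = 0.000193), while its other probe set rose by 3.98 and 1.96 log2 units. EGLN3, which encodes a prolyl hydroxylase that marks HIF for degradation, was at least 14.9-fold higher in H than in N (adjusted p = 8.64e-05) and at least 5.45-fold higher in H tax than in N tax (adjusted p = 0.00187). Of 20 glycolysis genes, 18 rose in control cells (18 adjusted over the list alone) and 15 with paclitaxel (18 adjusted over the list alone). From N epi to H epi, 0 members of either list rose in the limma fit, in which 3979 of 24151 probe sets had an unadjusted p under 0.05, while 1 glycolysis gene, PFKFB4, fell (1 lower adjusted over the list alone) and 0 hypoxia response genes fell (1 lower adjusted over the list alone). The hypoxia effect on 23 of the 27 hypoxia response genes was lower with epirubicin than in control cells (27 adjusted over the list alone), and on 14 it was higher with paclitaxel than with epirubicin (25 adjusted over the list alone). For glycolysis these counts were 11 (17 adjusted over the list alone) and 9 (18 adjusted over the list alone) of 20. Camera called both lists for H against N, for H tax against N tax and for both of these differences. These calls held with an estimated correlation (adjusted p from 0.0015 to 0.017). From N epi to H epi, camera called neither list (adjusted p = 0.31 for glycolysis and 0.422 for the hypoxia response). Between paclitaxel-treated and control cells, 0 hypoxia response genes differed in their hypoxia effect (7 lower when adjusted over the list alone), and camera's call of a lower effect was lost (adjusted p = 0.32 with an estimated correlation). Mitosis genes were lower in H than in N for 11 of 30 members (16 lower and 2 higher adjusted over the list alone), among them CCNB1, which encodes cyclin B1, with a log2 change of -1.14 (adjusted p = 0.00187), but that list's call was lost (adjusted p = 0.5 with an estimated correlation). TFRC, which encodes the transferrin receptor, fell by 3.96 log2 units from N to H (standard error 0.13, adjusted p = 6.07e-06). The fall was smaller by 2.81 log2 units with paclitaxel (adjusted p = 0.00202). The other 3 TFRC probe sets changed by -3.74 to 0.06 from N to H. Their differences between paclitaxel-treated and control cells ran from -0.15 to 2.48.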

We thus compared differences and similarities in gene expression modifications in these conditions and genes were sorted to select only those with a high difference in expression between cells exposed to paclitaxel in normoxia (“N tax”) and cells exposed to paclitaxel under hypoxia (“H tax”), which could therefore be involved in the hypoxia-induced protection against paclitaxel-induced apoptosis.

First of all, the probe sets were ranked in ascending order of the p values of their differential expression between “N tax” and “H tax”, and only highly significant ones with a p value lower than 0.005 were selected. A second round of selection of probe sets was performed by keeping only those with a minimum fold change of at least 4 times between these 2 conditions. 

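At a p under 0.005 and a change of at least 4-fold between N tax and H tax, 59 probe sets were selected with limma, and all 59 were higher in H tax (n = 2 arrays per condition). They held 36 named genes, 21 of them among the 27 genes of Table 1. SPAG4, a sperm-associated antigen gene, rose 31.5-fold from N tax to H tax (log2 change 4.98, standard error 0.53, adjusted p = 0.0037). ANGPTL4, which encodes a secreted inhibitor of lipoprotein lipase, rose 25.9-fold (log2 change 4.70, standard error 0.17, adjusted p = 2.5e-05). AK4, an adenylate kinase gene given as AK3L1 in Table 1, rose 7.98-fold (adjusted p = 0.000193), and PLOD2, a collagen lysyl hydroxylase gene, rose 4.73-fold (adjusted p = 0.000821). TNFSF10, which encodes the death ligand TRAIL, rose 4.07-fold (adjusted p = 0.014). Of the 59 probe sets, 45 were also at least 4-fold higher in H than in N, whereas 57 changed by less than 2-fold between N epi and H epi. Over the 27 genes of Table 1, which the study chose on these samples and which are therefore no independent evidence, 25 rose from N to H (25 adjusted over the list alone), 22 from N tax to H tax (25 higher and 1 lower adjusted over the list alone) and 0 from N epi to H epi, where 1 fell and 26 were not past the test (2 lower adjusted over the list alone). PGF is among the 26 through its probe set with the highest mean, and its other probe set fell by 1.44 log2 units from N epi to H epi (adjusted p = 0.0112). That other probe set rose by 3.23 log2 units from N to H (adjusted p = 3.45e-05) and by 1.70 from N tax to H tax (adjusted p = 0.00187). DEPP1, given as C10orf10 in Table 1, missed the test from N tax to H tax (adjusted p = 0.116). Its other probe set was at least 19.7-fold higher in H tax (adjusted p = 0.000687). The hypoxia effect on 24 of these 27 genes was lower with epirubicin than in control cells (25 adjusted over the list alone), and on 20 it was higher with paclitaxel than with epirubicin (24 adjusted over the list alone). Among the other 15 named genes were CALHM6, selected through its second probe set (4.06-fold), and 4 chosen after their values were seen, namely the hexokinase gene HK2, the lysyl oxidase gene LOX, the glycolytic gene PGK1 and the prolyl hydroxylase gene P4HA2. The rise of TNFSF10 missed the threshold without N tax replicate 1 (adjusted p = 0.065), H tax replicate 1 (0.075) or H tax replicate 2 (0.084) and without the presence filter (0.074). The selection held 42 probe sets with the third arrays added by title and 1 with them added by source name.

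**Figure D1:**
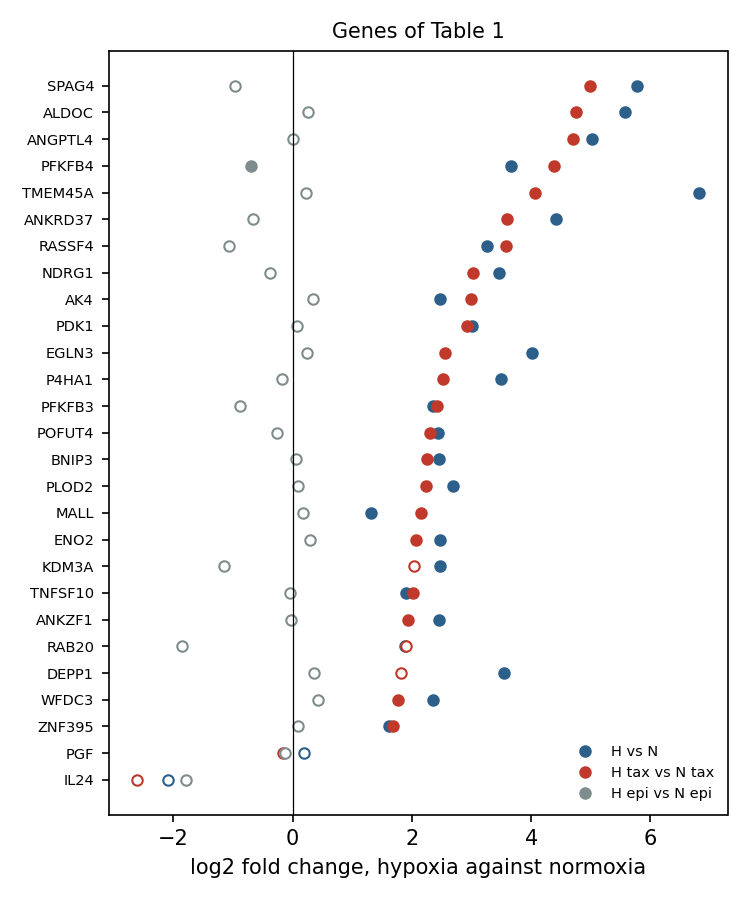
Log2 change between hypoxia and normoxia of the 27 genes of Table 1 in control cells, paclitaxel-treated cells and epirubicin-treated cells (n = 2 arrays per condition), with current gene symbols, among them DEPP1 for C10orf10 and POFUT4 for FUT11. Filled points have an adjusted p under 0.05 and open points do not, and the epirubicin points lie between -1.85 and 0.42. EGLN3 was under the presence threshold in N, N tax, N epi and H epi. PGF in control and paclitaxel-treated cells, and DEPP1 in paclitaxel-treated cells, are not past the test. For each, another probe set rose past the test there.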

Table 1 shows the 31 probe sets selected on the basis of their p value and fold change between “N tax” and “H tax”.

**Table 1:** Gene expression profiling in MDA-MB-231 cells incubated with or without paclitaxel (tax) or epirubicin (epi) under normoxic (N) or hypoxic (H) conditions

	**Fold Induction**	**Standard Deviation**	**Fold Induction**	**Standard Deviation**	**Fold Induction**	**Standard Deviation**	**Fold Induction**	**Standard Deviation**	**Fold Induction**	**Standard Deviation**	**Fold Induction**	**Standard Deviation**	**H tax / N tax**	***P values***	**H epi / N epi**
	**N**		**H**		**N tax**		**H tax**		**N epi**		**H epi**			***H tax vs N tax***	
SPAG4	1	0.23	84.19	0.07	0.73	0.14	38.57	0.17	1.86	0.07	1.47	0.43	52.76	*4.88E-05*	0.79
ALDOC	1	0.39	91.10	0.17	0.46	0.07	22.20	0.23	0.73	0.16	0.86	0.25	48.31	*0.0002552*	1.18
ANGPTL4	1	0.03	53.47	0.19	0.80	0.19	26.54	0.35	0.67	0.04	0.69	0.00	33.10	*0.0006633*	1.02
PFKFB4	1	0.12	12.11	0.05	0.51	0.03	11.73	0.15	***0.04***	***0.09***	***0.04***	***0.01***	23.12	*0.0001621*	0.94
C10orf10 **probe set 1**	***1***	***0.15***	***69.43***	***0.30***	***0.86***	***0.03***	***18.27***	***0.43***	***0.87***	***0.03***	***0.87***	***0.01***	***21.19***	*0.0019277*	1.00
TMEM45A	1	0.59	106.19	0.01	5.13	0.29	86.65	0.21	8.80	0.31	10.01	0.18	16.88	*0.0002627*	1.14
RASSF4 **probe set 1**	1	0.09	11.21	0.15	0.40	0.02	5.86	0.32	0.15	0.74	0.06	0.29	14.65	*0.0004547*	0.42
ANKRD37	1	0.18	21.08	0.15	1.92	0.14	21.56	0.23	0.19	0.70	0.14	0.10	11.26	*0.0001464*	0.71
PDK1 **probe set 1**	1	0.05	8.58	0.13	1.12	0.03	9.01	0.26	3.03	0.07	3.34	0.04	8.06	*0.0004021*	1.10
PDK1 **probe set 2**	1	0.18	9.08	0.27	1.36	0.16	10.98	0.40	4.13	0.24	3.56	0.04	8.05	*0.0039759*	0.86
BNIP3 **probe set 1**	1	0.05	10.33	0.13	1.39	0.07	10.62	0.20	1.85	0.09	1.87	0.13	7.66	*0.0004483*	1.01
NDRG1	1	0.21	10.01	0.08	1.23	0.15	9.28	0.12	0.35	0.23	0.27	0.07	7.51	*6.10E-05*	0.78
RASSF4 **probe set 2**	1	0.03	9.04	0.10	0.73	0.02	5.05	0.37	0.79	0.06	0.81	0.15	6.91	*0.0023704*	1.03
AK3L1	1	0.04	3.91	0.07	0.36	0.08	2.26	0.08	1.84	0.05	2.34	0.06	6.32	*0.0003084*	1.27
WFDC3	1	0.23	8.94	0.31	0.39	0.24	2.46	0.12	0.53	0.37	1.04	0.33	6.28	*0.0001468*	1.95
P4HA1	1	0.14	10.23	0.05	1.00	0.09	5.60	0.17	1.66	0.15	1.56	0.15	5.59	*0.0001797*	0.94
MALL	1	0.11	2.64	0.16	0.22	0.19	1.23	0.09	1.07	0.24	1.15	0.12	5.54	*0.0001154*	1.07
RAB20	1	0.09	4.65	0.02	0.63	0.19	3.33	0.22	0.16	0.23	***0.08***	***0.03***	5.32	*0.0003267*	0.48
EGLN3	***1***	***0.02***	***13.74***	***0.17***	***1.01***	***0.00***	***5.14***	***0.35***	***0.94***	***0.09***	***1.00***	***0.02***	***5.09***	*0.0034448*	1.06
FUT11	1	0.23	5.60	0.12	0.49	0.22	2.46	0.16	0.32	0.30	0.21	0.35	5.02	*0.0037602*	0.67
BNIP3 **probe set 2**	1	0.09	6.22	0.07	1.25	0.09	6.18	0.13	1.48	0.08	1.58	0.08	4.93	*4.93E-05*	1.07
PLOD2	1	0.04	7.09	0.11	1.13	0.05	5.45	0.25	2.83	0.20	3.10	0.03	4.83	*0.0005200*	1.10
PGF	1	0.18	12.21	0.05	0.61	0.22	2.87	0.11	0.39	0.30	0.22	0.25	4.69	*0.0008395*	0.56
ENO2	1	0.11	5.46	0.06	0.90	0.13	4.17	0.08	2.01	0.10	2.32	0.09	4.66	*0.0001298*	1.15
TNFSF10	1	0.13	4.11	0.19	0.90	0.52	4.15	0.36	0.98	0.14	1.01	0.09	4.63	*0.0026329*	1.03
ZNF395	1	0.20	3.30	0.03	0.41	0.25	1.84	0.21	0.78	0.20	0.83	0.20	4.49	*0.0009758*	1.06
PFKFB3	1	0.00	5.50	0.10	1.17	0.11	5.24	0.32	0.59	0.27	0.33	0.14	4.47	*0.0019571*	0.56
ANKZF1	1	0.11	6.70	0.07	1.31	0.16	5.77	0.17	0.59	0.15	0.58	0.10	4.40	*0.0012567*	0.98
JMJD1A	1	0.11	5.36	0.10	2.12	0.02	8.93	0.19	0.35	0.98	0.15	0.22	4.21	*0.0017354*	0.42
C10orf10 **probe set 2**	***1***	***0.01***	***23.38***	***0.78***	***1.00***	***0.00***	***4.12***	***0.34***	***1.01***	***0.01***	***1.37***	***0.45***	***4.14***	*0.0020200*	1.36
IL24	1	1.42	0.14	0.20	5.70	0.27	0.82	0.60	6.86	1.43	1.07	0.25	0.14	*0.0010651*	0.16

Cells were incubated in the different conditions for 16 hours before RNA extraction, target preparation, hybridization to Affymetrix HG-U133 Plus 2.0 arrays, washing and array signal acquisition, as described in Material an Methods. Each value of the fold induction columns is the mean of three ratio values calculated from three independent experiments. These 31 candidate genes were selected on the basis of their p value (p < 0.005) and fold change (at least 4 times) between “N tax” and “H tax”. They are italicized if qualitative data (as discussed in Material and Methods).

Some of the selected genes were already known to be upregulated by hypoxia such as ALDOC, PFKFB4, PDK1, BNIP3, NDRG1, ENO2, PFKFB3 and JMJD1A. 

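Among these 8 genes, which belong to Table 1 and were thus chosen on these samples, all 8 rose from N to H, by 2.35 to 5.57 log2 units, and 7 of 8 rose from N tax to H tax (n = 2 arrays per condition). ALDOC, which encodes the glycolytic enzyme aldolase C, rose 47.5-fold in control cells (log2 change 5.57, standard error 0.31, adjusted p = 5.16e-05) and 27.2-fold with paclitaxel (adjusted p = 0.00029). PFKFB4, which encodes an enzyme that controls glycolytic flux, rose 12.7-fold in control cells (log2 change 3.67, standard error 0.13) and 20.8-fold with paclitaxel (adjusted p = 9.94e-06), and its second probe set rose by 1.65 and 2.93 log2 units. PDK1, which encodes an inhibitor of pyruvate dehydrogenase, rose 8.03-fold (adjusted p = 3.77e-05) and 7.56-fold (adjusted p = 0.000136), respectively. BNIP3, which encodes a mitochondrial protein of the BCL2 family, rose 5.46-fold in control cells (adjusted p = 9.46e-05) and 4.79-fold with paclitaxel. The exception was KDM3A, the histone demethylase gene named JMJD1A in the paper, whose log2 change from N tax to H tax was 2.04 (standard error 0.48, adjusted p = 0.108). With epirubicin, 0 of the 8 rose from N epi to H epi in the limma fit, 7 were not past the test and PFKFB4 fell by 0.69 log2 units (adjusted p = 0.0489). PFKFB4 was near the presence threshold there, at 3.93 ± 0.08 in N epi and 3.24 ± 0.20 in H epi (log2, mean ± SD), and its second probe set changed by -0.05. The hypoxia effect of all 8 was lower with epirubicin than in control cells, by 2.19 to 5.32 log2 units, and that of 7 was higher with paclitaxel than with epirubicin, while 0 differed between paclitaxel-treated and control cells. The fall of PFKFB4 with epirubicin was lost in most alternatives, with an adjusted p of 0.1 without N epi replicate 2, 0.15 without H epi replicate 2 and 0.18 with the third arrays added by title, and it turned to 0.60 with them added by source name. KDM3A missed the threshold in control cells without any 1 of the 4 arrays (adjusted p from 0.062 to 0.12) or without the presence filter (0.084), passed with paclitaxel with the third arrays added by title (0.0081), without N epi replicate 2 (0.0024), with quantile normalization (0.048) or with median centring (0.044), and fell with epirubicin without N epi replicate 1 (log2 change -2.06, adjusted p = 0.00083).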

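On the arrays, CALHM6, the current name of FAM26F and a gene of the calcium homeostasis modulator family, rose with hypoxia both with and without paclitaxel. It rose 5.55-fold from N to H (log2 change 2.47, standard error 0.11, adjusted p = 2.24e-05) and 3.05-fold from N tax to H tax (log2 change 1.61, adjusted p = 0.000332), with n = 2 arrays per condition, and its second probe set rose 5.33-fold and 4.06-fold. Its log2 change from N epi to H epi was 0.00 (standard error 0.11), and the hypoxia effect was lower with epirubicin than in control cells (difference -2.47, adjusted p = 0.000382). STC1, which encodes the glycoprotein hormone stanniocalcin 1, rose 3.67-fold from N to H (log2 change 1.87, standard error 0.33, adjusted p = 0.0122), and its other 2 probe sets changed by 1.40 and 1.63. From N tax to H tax the STC1 log2 change was 0.85 (adjusted p = 0.335), and from N epi to H epi it was -0.33 (adjusted p = 0.69). GDF15, which encodes a stress-induced cytokine of the TGF-β family, varied widely between replicates. Its log2 signals were 5.56 and 9.00 in N, 5.41 and 4.86 in H, 10.79 and 11.66 in N tax, 10.00 and 9.83 in H tax, 5.39 and 9.08 in N epi, and 5.55 and 4.49 in H epi. The GDF15 log2 changes with hypoxia were -2.14 in control cells (standard error 1.29, adjusted p = 0.383), -1.31 with paclitaxel (adjusted p = 0.82) and -2.22 with epirubicin (adjusted p = 0.445). The rise of STC1 missed the threshold without N replicate 1 (adjusted p = 0.079), without H replicate 1 (adjusted p = 0.097), without N replicate 2 (adjusted p = 0.077) and without the presence filter (adjusted p = 0.061). Of the 5 genes measured by qRT-PCR, chosen by the study on these samples and so no independent evidence, 3 rose from N to H (4 adjusted over the list alone) and 2 from N tax to H tax (4 adjusted over the list alone).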

The expression patterns of 5 genes were validated by qRT-PCR: for 4 of them (TMEM45A, STC1, FAM26F and GDF15), the changes in mRNA levels were confirmed. However, no change was detected for S100A10 by real-time RT-PCR (data not shown).

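On the arrays, S100A10, which encodes a binding partner of annexin A2, had a mean log2 signal of 14.49 in N and 14.78 in H (n = 2 arrays per condition). Its log2 changes with hypoxia were 0.30 in control cells (standard error 0.10, adjusted p = 0.106), 0.37 with paclitaxel (adjusted p = 0.153) and -0.01 with epirubicin (adjusted p = 1), none past the test. A second probe set of the gene rose by 0.88 log2 units from N to H (adjusted p = 0.0148), and its other hypoxia changes were 0.70 with paclitaxel (adjusted p = 0.107) and 0.17 with epirubicin (adjusted p = 0.686). The change of the first probe set in control cells passed the test with the third arrays added by title (log2 change 0.27, adjusted p = 0.024), without the presence filter (adjusted p = 0.047) and with a trended, robust variance (adjusted p = 0.011). With paclitaxel it passed with the third arrays added by title (log2 change 0.36, adjusted p = 0.015) and with the trended, robust variance (adjusted p = 0.012).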

Interestingly, level of TMEM45A mRNA was increased more than 16 fold in cells exposed to paclitaxel under hypoxia compared to cells exposed to paclitaxel under normoxia and was increased in hypoxic condition with or without paclitaxel but not in the presence of epirubicin (Figure 2A). This expression profile was parallel to the apoptotic profile of cells exposed to these two drugs under normoxia or hypoxia. This suggested that this protein could play a role in modulating drug-induced apoptosis. 

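TMEM45A had the largest rise from N to H of the genes in Table 1. Its log2 signal was 4.56 ± 0.08 in N and 11.38 ± 0.07 in H (mean ± SD, n = 2 arrays), a 113-fold rise (log2 change 6.82, standard error 0.27, adjusted p = 1.15e-05). With paclitaxel it was 7.09 ± 0.30 in N tax and 11.15 ± 0.15 in H tax, a 16.7-fold rise (log2 change 4.06, standard error 0.27, adjusted p = 0.000291). With epirubicin it was 7.59 ± 0.52 in N epi and 7.82 ± 0.37 in H epi, the arrays overlapped, and the log2 change was 0.23 (standard error 0.27, adjusted p = 0.746). In a fit of the N tax and H tax arrays alone, the rise with paclitaxel kept its size but was not past the threshold (adjusted p = 0.14). With the third arrays added by title, both rises passed, at log2 changes of 6.37 in control cells (adjusted p = 3.6e-09) and 3.77 with paclitaxel (adjusted p = 2e-06). With them added by source name, neither rise passed, at log2 changes of 5.61 in control cells (adjusted p = 0.3) and 2.73 with paclitaxel (adjusted p = 1).

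**Figure D2:**
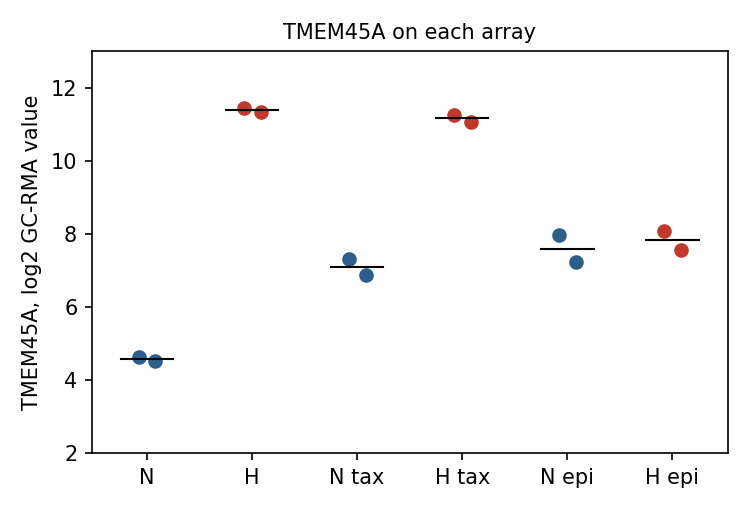
TMEM45A log2 signal on each of the 12 arrays in the 6 conditions (n = 2 arrays per condition), with normoxia in blue, hypoxia in red and a line at the mean. The H and H tax arrays lie above all other arrays, and the N epi and H epi arrays overlap.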

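The drugs also raised TMEM45A in normoxia, paclitaxel 5.77-fold (log2 change 2.53, adjusted p = 0.000657) and epirubicin 8.16-fold (log2 change 3.03, adjusted p = 0.000109), with n = 2 arrays per condition. Relative to N, the mean was 96.5-fold higher in H tax and 9.57-fold higher in H epi. Tested directly, the hypoxia effect on TMEM45A was larger with paclitaxel than with epirubicin by 3.83 log2 units (standard error 0.38, adjusted p = 0.00395) and lower with epirubicin than in control cells (difference -6.59, adjusted p = 0.000226). Between paclitaxel-treated and control cells the effect differed by -2.76 log2 units (adjusted p = 0.0585), a difference that passed the test without N epi replicate 2 (adjusted p = 0.032), with the third arrays added by title (0.0087), with a trended, robust variance (0.032) and in a fit of these 8 arrays alone (0.043). Of 21 pro-apoptotic genes, 1 rose from N tax to H tax (2 higher and 1 lower adjusted over the list alone), the death ligand gene TNFSF10 of Table 1. From N to H 1 rose and 2 fell (1 higher and 4 lower adjusted over the list alone). The BCL2 family gene BNIP3 of Table 1 is not among the 21. It rose by 2.26 log2 units from N tax to H tax and by 2.45 from N to H. Of 9 pro-survival genes, limma called 0 between N tax and H tax (0 adjusted over the list alone), where 3019 of 24151 probe sets had an unadjusted p under 0.05, and 3 were lower in H than in N (3 adjusted over the list alone). Of 6 drug-efflux ABC transporter genes, 0 passed with hypoxia with or without paclitaxel (0 adjusted over the list alone). The difference between paclitaxel and epirubicin did not pass the test with the third arrays added by source name (log2 difference 0.75, adjusted p = 1) or in a fit of the 8 drug-treated arrays alone (adjusted p = 0.065). From the parallel between the expression of TMEM45A and the apoptosis of cells exposed to both drugs, the paper proposes a role of this protein in drug-induced apoptosis.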

TMEM45A encodes a hypothetical transmembrane protein with unknown function. We thus decided to investigate further this gene.

**Figure 2:**
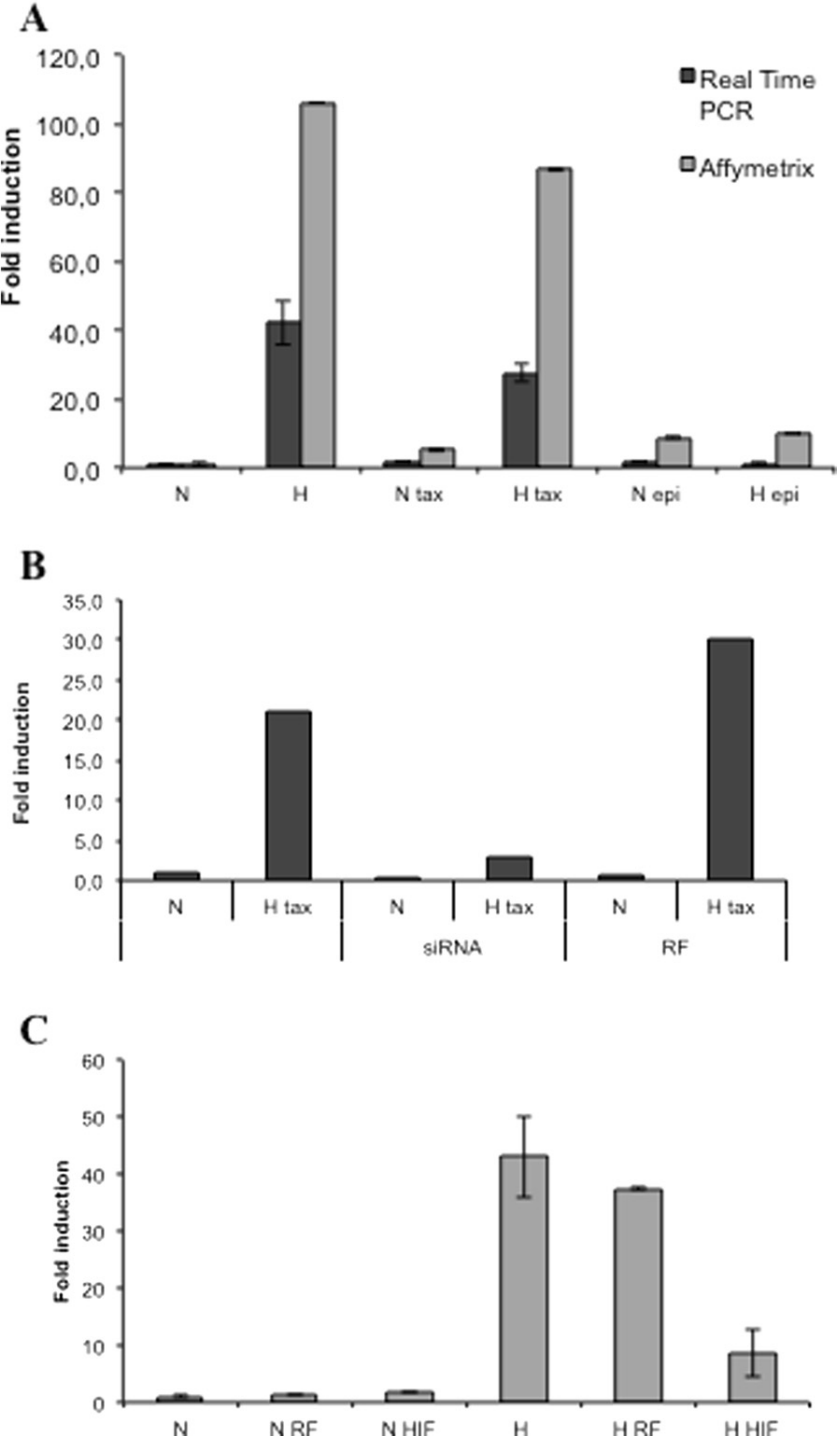
**Analysis of TMEM45A gene expression level obtained with real time PCR and Affymetrix microarrays and effect of TMEM45A silencing on TMEM45A expression.** (**A**) For Affymetrix microarray results: cells were incubated under normoxic (N) or hypoxic (H) conditions with or without paclitaxel (tax, 50 μM) or epirubicin (epi, 10 μM) for 16 hours before total RNA extraction. Results are expressed as mean ratios indicating a fold-increase or decrease in gene expression by comparison with the reference condition (normoxia) ± 1 SD (n = 3). For Real Time PCR results: after incubation, total RNA has been extracted and retro-transcribed in cDNA. A real time PCR has been performed with specific primers for TMEM45A and for RPL13A, a house-keeping gene. Results are expressed as mean of induction level by comparison with the reference condition (normoxia) ± 1 SD (n = 3). (**B**) Effect of TMEM45A silencing on TMEM45A expression. MDA-MB-231 cells were transfected 24 h with TMEM45A siRNA (siRNA) or RISC-free control siRNA (RF) (50 nM). Cells were then incubated in normoxia or hypoxia with paclitaxel (tax, 50 μM) for 16 hours. TMEM45A mRNA expression was quantified by real-time RT-PCR using RPL13A as the house-keeping gene. Results are expressed in induction level by comparison with the reference condition, normoxia. (**C**) Effect of HIF-1α silencing on TMEM45A expression. MDA-MB-231 cells were transfected 24 h with HIF1A siRNA (HIF) or RISC-free control siRNA (RF) (50 nM). Cells were then incubated in normoxia or hypoxia for 16 hours. TMEM45A mRNA expression was quantified by real-time RT-PCR using RPL13A as the house-keeping gene. Results are expressed in induction level by comparison with the reference condition, normoxia, as means ± 1 SD (n = 3).

### TMEM45A is essential to mediate the hypoxia-induced protection against paclitaxel-induced apoptosis

In order to test the possible role of TMEM45A in the hypoxia-induced resistance to taxol, its expression was knocked down in MDA-MB-231 using siRNA. A concentration of 50 nM of siRNA was high enough to strongly inhibit the mRNA expression of TMEM45A while the RISC-Free negative control siRNA had no effect (Figure 2B). TMEM45A has been described to be a HIF-1 target gene in different types of cancer cells [34]. We verified that it was also the case in MDA-MB-231 cells. HIF-1α silencing by siRNA confirmed the role of HIF-1α since a decreased by more than 80% in the hypoxia-induced upregulation of TMEM45A mRNA expression was observed (Figure 2C).

It has to be noted that numerous experiments aimed to analyze TMEM45A protein expression by western blot have been performed. Whatever the lysis buffer and the conditions of antibody incubation with the membrane, we did not succeed to detect a band corresponding to the protein (i.e. that is no longer observed in extracts from cells transfected with the siRNA targeting TMEM45A mRNA). However, we validated the Sigma anti-TMEM45A antibody using two approaches: (i) TMEM45A has been immunoprecipitated from post-confluent keratinocyte protein extract (see below), using the anti-TMEM45 antibody. Proteins that were immunoprecipitated were separated by SDS-PAGE and the gel area containing proteins between 64 and 98 kDa (i.e. the approximate apparent molecular weight range observed for the protein in western blot analysis of extract from the same cell type) was excised after silver staining of proteins. Proteins were digested with trypsin, extracted from the polyacrylamide gel and analyzed by mass spectrometry. TMEM45A was identified in this band, while it was not present in bands corresponding to negative controls. (ii) TMEM45A cDNA was cloned into the pDest475 plasmid allowing the expression of a HA-tagged version of TMEM45A. This plasmid was transfected into MCF-7 cells and cells have been analyzed by immunofluorescence staining using an anti-HA and the anti-TMEM45A antibody. Results showed that both antibodies recognized the same vesicular structures within transfected cells and clearly co-localized (data not shown). No labeling was observed in untransfected cells with either of the antibodies (data not shown). From these results, we concluded that the anti-TMEM45A antibody from Sigma does recognize specifically the TMEM45A protein. It is able to detect the protein when expressed in high quantity (upon artificial overexpression or in post-confluent keratinocytes (ct in real-time PCR = 21–26 with 21 for post-confluent and 26 for subconfluent keratinocytes) but not in cells with mild expression (MDA-MB-231 (ct in real-time PCR = 31) or HepG2 cells ((ct in real-time PCR = 29)), possibly because it has a low affinity.

We then investigated if TMEM45A was involved in the hypoxia-induced resistance to paclitaxel-induced apoptosis. For that purpose, cells were transfected with TMEM45A or control siRNA before being incubated under normoxia or hypoxia in the presence of one or the other chemotherapeutic agent. If TMEM45A plays an anti-apoptotic role, an increase in the paclitaxel-induced caspase 3 activity is expected when inhibited by siRNA. Figure 3A shows that caspase 3 activity was significantly increased in TMEM45A siRNA transfected cells incubated with paclitaxel or epirubicin, both under normoxia and hypoxia. The caspase 3 activity measured for TMEM45A siRNA transfected cells incubated with paclitaxel under hypoxia reached a level much higher than the activity measured for non transfected cells incubated with paclitaxel in normoxia, indicating additive effects of hypoxia and of TMEM45A for cell protection. No modification was observed in cells transfected with the negative control siRNA.

**Figure 3:**
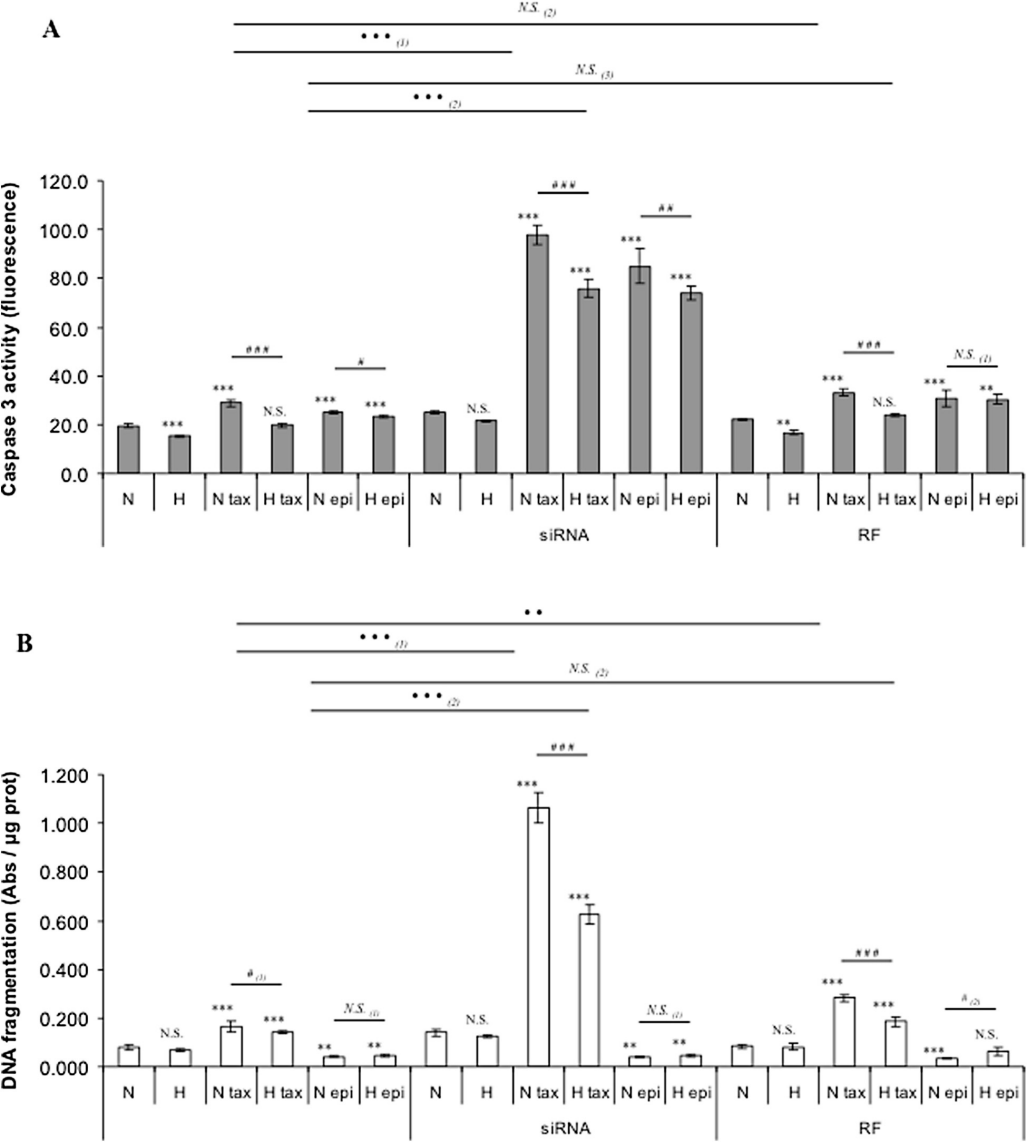
**Effect of TMEM45A silencing on the protective effect of hypoxia on paclitaxel-induced apoptosis.** 8 h post transfection with TMEM45A siRNA (siRNA) or RISC-free control siRNA (RF) (50 nM, 24 h), MDA-MB-231 cells were incubated under normoxic (N) or hypoxic (H) conditions with or without paclitaxel (tax, 50 μM) or epirubicin (epi, 10 μM) for 16 hours. (**A**) After transfection and incubation, caspase 3 activity was assayed by measuring free AFC released from the cleavage of the caspase 3 specific substrate Ac-DEVD-AFC. Results are expressed in fluorescence intensity, as mean ± 1 SD (n = 3). (**B**) After the incubation, DNA fragmentation was assayed using an ELISA for soluble nucleosomes (Cell Death Detection Elisa, Roche). Results are expressed as mean ± 1 SD (n = 3). Statistical analyses were determined independently for the 3 subgroups *without siRNA*, *with anti-TMEM45A siRNA (siRNA)* and *with RISC-free control siRNA (RF)* ; N.S. = non significantly different from control (N, N siRNA or N RF), ** = significantly different from control (p < 0.01), *** = significantly different from control (p < 0.001) ; *N.S.*_(1)_ = no significant difference between N epi and H epi, #, ### = significant difference between _(1)_ N tax and H tax or _(2)_ N epi and H epi (p < 0.05 ; <0.001), *N.S*. _(2)_ = no significant difference between H tax and H tax RF, ·· = significant difference between N tax and N tax RF (p < 0.01), ··· = significant difference between _(1)_ N tax and N tax siRNA or _(2)_ H tax and H tax siRNA (p < 0.001).

We confirmed these observations by determining the effect of TMEM45A silencing on paclitaxel induced DNA fragmentation. As observed in Figure 3B, the negative control siRNA did not influence DNA fragmentation, whereas TMEM45A siRNA transfection induced a strong and significant increase in DNA fragmentation in cells incubated with paclitaxel under normoxia or hypoxia compared to non transfected cells incubated in the same conditions.

These results clearly demonstrated for the first time an implication of TMEM45A as an anti-apoptotic protein.

### TMEM45A is also involved in the hypoxia-induced protection of HepG2 cells against etoposide-induced apoptosis

In order to further confirm the role of TMEM45A in drug resistance, we used another experimental model: HepG2 hepatocellular carcinoma cells exposed to etoposide. We have previously shown that hypoxia protected HepG2 human hepatoma cells against etoposide-induced apoptosis. HIF-1 and AP-1 were shown to participate to this protective effect [32]. Using siRNA targeting TMEM45A, we determined if TMEM45A could also be involved in the protection of HepG2 cells against apoptosis induced by etoposide under hypoxia.

TMEM45A mRNA expression was shown to be increased by 5.5 fold in HepG2 cells incubated under hypoxia in the presence or in the absence of etoposide (Figure 4A). This increase correlated with the protective effect of hypoxia against etoposide-induced apoptosis. We then determined that a concentration of 50 nM of TMEM45A siRNA was high enough to specifically inhibit TMEM45A mRNA expression while the RISC-Free control siRNA had no effect.

**Figure 4:**
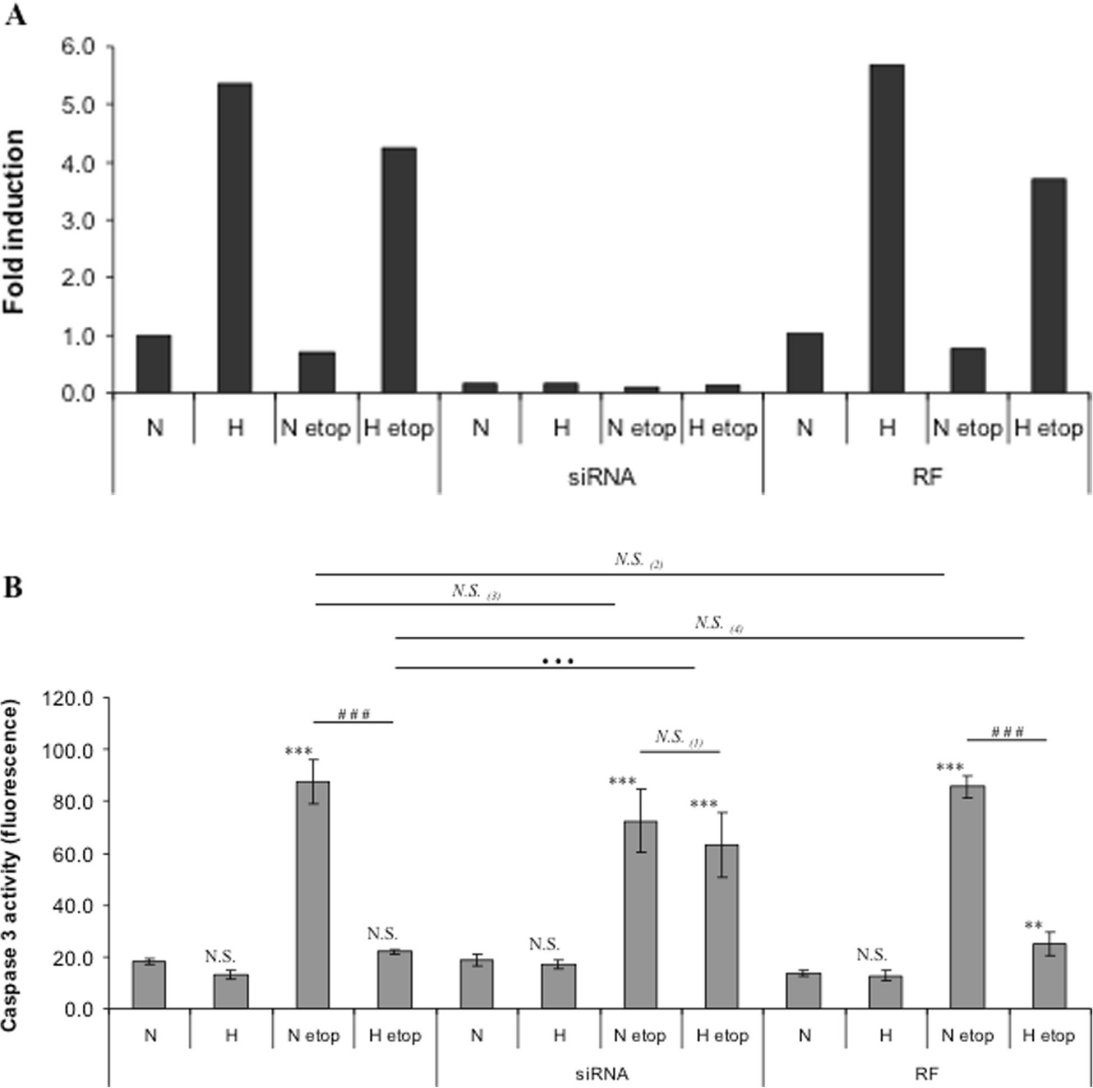
**Analysis of TMEM45A gene expression level and effect of TMEM45A silencing on TMEM45A expression and caspase 3 activity in HepG2 cells.** HepG2 cells were incubated under normoxic (N) or hypoxic (H) conditions with or without etoposide (etop, 50 μM) for 16 hours, 8 h post transfection with TMEM45A siRNA (siRNA) or RISC-free control siRNA (RF) (50 nM, 24 h). (**A**) After transfection and incubation, total RNA has been extracted and retro-transcribed in cDNA. A real time PCR has been performed with specific primers for TMEM45A and for RPL13A, a house-keeping gene. Results are expressed in induction level by comparison with the reference condition, normoxia. (**B**) After transfection and incubation, caspase 3 activity was assayed by measuring free AFC released from the cleavage of the caspase 3 specific substrate Ac-DEVD-AFC. Results are expressed in fluorescence intensity, as mean ± 1 SD (n = 3). Statistical analyses were determined independently for the 3 subgroups *without siRNA*, *with TMEM45A siRNA (siRNA)* and *with RISC-free control siRNA (RF)* ; N.S. = non significantly different from control (N, N siRNA or N RF), ** = significantly different from control (p < 0.01), *** = significantly different from control (p < 0.001) ; *N.S.*_(1)_ = no significant difference between N etop and H etop, ### = significant difference between N etop and H etop (p < 0.001), *N.S.* = no significant difference between _(2)_ N etop and N etop RF, _(3)_ N etop and N etop siRNA, or _(4)_ H etop and H etop RF, ··· = significant difference between H etop and H etop siRNA (p < 0.001).

Caspase 3 activity was then assessed in HepG2 cells transfected with TMEM45A or negative control siRNA before being incubated under normoxia or hypoxia in the presence or in the absence of etoposide. Figure 4B shows that transfection with TMEM45A siRNA significantly increased caspase 3 activity in cells incubated with etoposide under hypoxia, reaching level similar to the one observed in cells transfected with the negative control siRNA and incubated in normoxia with etoposide. No modification was observed in control cells and in cells incubated with etoposide under normoxia. This indicated that the protection conferred by hypoxia requires TMEM45A.

### TMEM45A overexpression is associated with a high risk of breast cancer recurrence

In order to validate these findings, we performed survival analysis using the Kaplan-Meier method on data from a study involving 286 patients with primary breast cancer and available clinical parameters [35]. These patients were allocated to one of two subgroups of 143 patients stratified by TMEM45A expression.

Kaplan-Meier graph compares the disease-free survival for groups of patients with high and low TMEM45A expression (Figure 5). The results showed that patients whose tumors had high TMEM45A expression had a significantly lower relapse-free survival than those whose tumors had a low TMEM45A expression (p < 0.01). This indicates that TMEM45A may influence cancer cell survival or growth.

**Figure 5:**
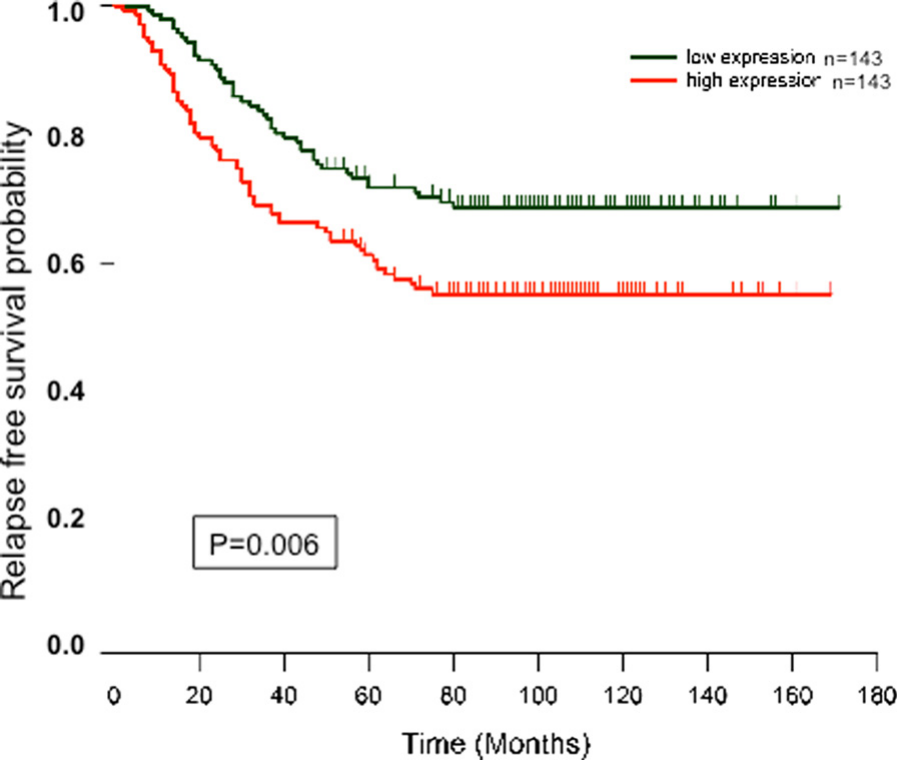
Kaplan-Meier probability of relapse-free survival for 286 patients with lymph-node-negative breast cancer allocated to one of two subgroups stratified by TMEM45A expression.

### TMEM45A is induced in differentiating keratinocytes

MDA-MB-231 and HepG2 cells are from epithelial origin. In both cell lines, TMEM45A plays a role in resistance to apoptosis. On the other hand, differentiated keratinocytes are also known to be resistant to chemotherapeutic agents [36]. We thus sought whether TMEM45A would also be expressed in such normal epithelial cells. Keratinocytes in culture are a good model for that purpose because they can easily be differentiated in culture with a simultaneous growth arrest [37]. TMEM45A expression both at mRNA and protein levels markedly increased between undifferentiated proliferating cells and growth arrested differentiated cells (Figure 6A and B). It has to be noted that the induction of TMEM45A expression in keratinocytes exposed to hypoxia varies according to their differentiation state. TMEM45A expression in keratinocytes at sub-confluence (C-2) is inducible by hypoxia (by 2.92 ± 0.92 fold after 16 hours and by 3.28 ± 0.77 fold after 24 hours, n = 3). However, this is not the case in post-confluent, differentiated keratinocytes: TMEM45A was not induced by hypoxia, probably because its expression was already very high.

**Figure 6:**
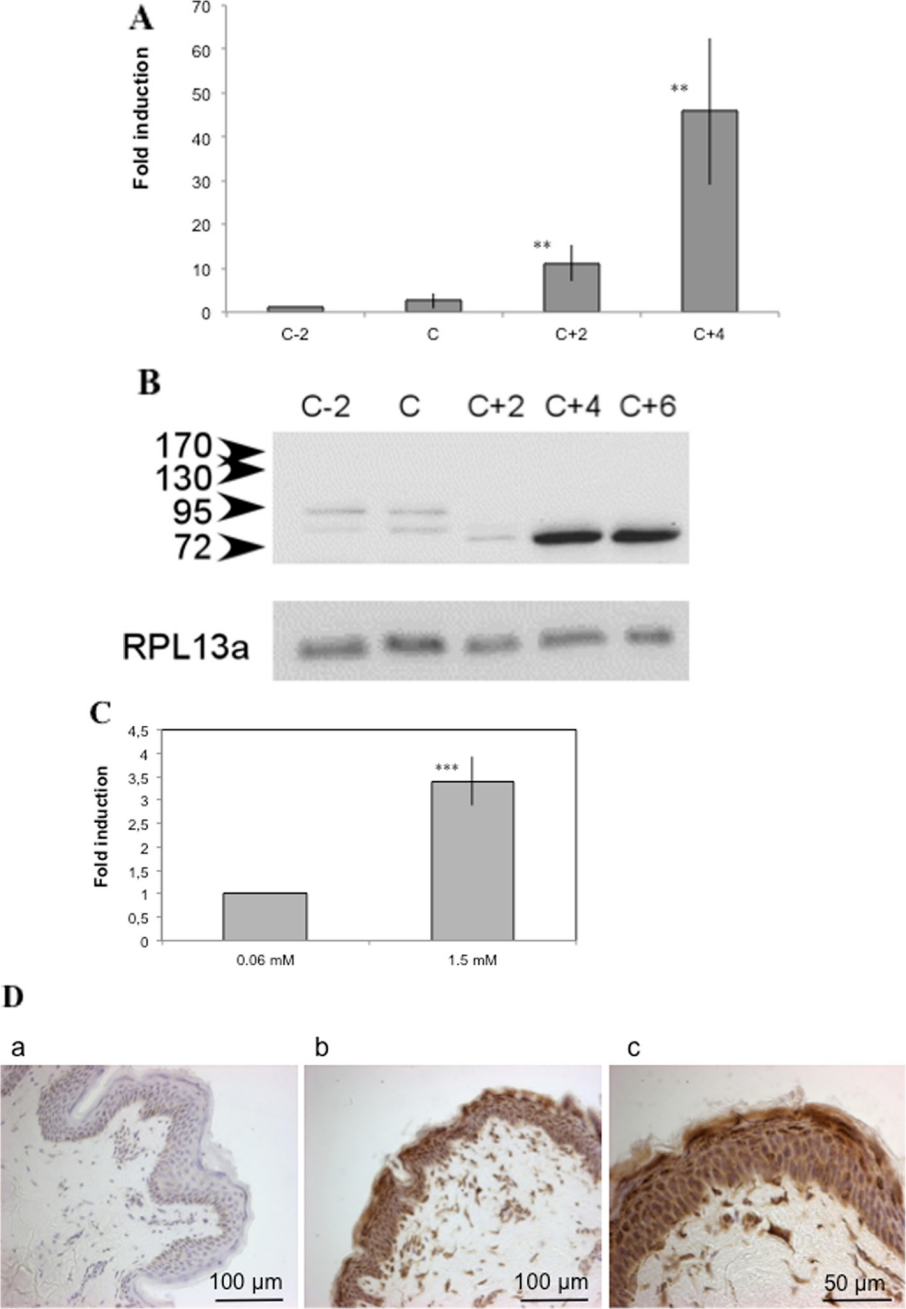
**Analysis of TMEM45A gene expression level in normal human keratinocytes in vitro and in vivo.** (**A** and **B**) Keratinocytes were cultured in autocrine conditions (C-2d, 2 days before culture confluence; **C**, confluence; C + 2d, 2 days after confluence; C + 4d, 4 days after confluence). (**A**) Total RNA has been extracted and retro-transcribed into cDNA. A real time PCR has been performed with specific primers for TMEM45A and for TBP and RPL0 for normalization. Results are expressed as induction level by comparison with the reference condition “C-2d”. Results are expressed as means ± 1 SD for n = 3, keratinocytes obtained from three different normal donors. ** = significantly different from C-2d (p < 0.01). (**B**) TMEM45A protein level was assessed by western blot analysis. RPL13a was used as the loading control. (**C**) Keratinocytes were cultured at low density in the presence of low (0.06 mM) or high (1.5 mM) calcium concentration for 48 hours. Total RNA has been extracted and retro-transcribed into cDNA. A real time PCR has been performed with specific primers for TMEM45A and for TBP and RPL0 for normalization. Results are expressed as induction level by comparison with undifferentiated cells (0.06 mM calcium). Results are expressed as means ± 1 SD for n = 3, keratinocytes obtained from three different normal donors. *** = significantly different from low calcium concentration ((p < 0.001, paired Student’s *t* test). (**D**) Immunohistological staining for TMEM45 in sections of human normal skin section with (b and c) or without primary antibody (a).

Induction of TMEM45A expression was also observed when differentiation was induced by high calcium concentration at low cell density rather than by confluence (Figure 6C) and in vivo as shown by the immunohistological staining performed on human skin sections as indicated by a higher expression of TMEM45A in the upper layers of the epidermis (Figure 6D). TMEM45A expression was not higher in the basal layer despite the fact that the basal layer has been shown to be in a more hypoxic environment [38,39].

## Discussion

Despite new discoveries of the molecular alterations that lead to tumorigenesis and the development of new treatments and therapeutic strategies against cancer, primary treatment failure and relapse after treatment are common and death caused by cancers remains too frequent. The development of resistance to chemotherapy represents significant obstacles to treatment of malignancies relying on conventional cytotoxic agents. Tumor hypoxia is often associated with chemoresistance and with an increased probability of tumor recurrence and death.

MDA-MB-231 breast cancer cells were used for studying the effect of hypoxia on apoptosis induced by paclitaxel and epirubicin, two commonly used chemotherapeutic agents. We observed that hypoxia differentially influenced apoptosis in these cells according to the chemotherapeutic agent. Indeed, in the presence of paclitaxel, apoptosis was inhibited by hypoxic conditions, this was not the case for epirubicin.

Modifications in gene expression induced by an hypoxic environment have already been described to induce resistance to radio- and chemotherapies [40], and although the mechanisms underlying the development of this resistance are partially understood, the most important mechanisms and associated biological pathways remain unknown.

In order to identify mechanisms responsible for the resistance induced by hypoxia, we performed genome-wide gene expression analyses using the Affymetrix technology. We classified the genes whose expression correlated best with drug resistance and i.e. with an induction under hypoxia, with or without paclitaxel, that was lower under normoxia in the presence of paclitaxel. Thirty one genes whose expression meets these criteria were selected. The list of these genes included known hypoxia-responsive targets such as ALDOC [41], PFKFB4 [42], PDK1 [43], BNIP3 [44], NDRG1 [45], ENO2 [46], PFKFB3 [47] and JMJD1A [48]. The list also includes TMEM45A, a gene encoding a putative transmembrane protein of unknown function. TMEM45A was previously found to be upregulated in hypoxia in umbilical cord blood CD133^+^ cells [46]. We showed that TMEM45A expression was also induced by hypoxia in MDA-MB-231 cells, in a HIF-1-dependent manner since HIF-1α silencing prevented the hypoxia-induced upregulation. Sheffer et al. previously showed that TMEM45A was upregulated by zinc, that was used to induce the hypoxic pathway, in colon cancer cells [49]. Benita et al. used combined computational and experimental approaches to show that TMEM45A is a bona fide HIF-1 target gene [34]. In this study, we showed that TMEM45A renders cancer cells resistant to different agents used in chemotherapy. TMEM45A silencing reverted the hypoxia-induced protection against paclitaxel-induced apoptosis in MDA-MB-231 cells. We confirmed the role of TMEM45A in drug resistance, in HepG2 cells exposed to etoposide. In this model, hypoxia also protects cells against etoposide-apoptosis. We found again that the expression profile of TMEM45A paralleled the resistance profile. Finally, its silencing also completely suppressed the protection against etoposide-induced apoptosis. TMEM45A thus exerts an anti-apoptotic function that prevents cell killing.

Similar approaches using small interfering RNA have already been used in order to better understand the regulatory mechanism underlying chemotherapy resistance in various cancer cell types. siRNA directed against Ribophorin II (RPN2), which is part of an N-oligosaccharyl transferase complex, were tested by Honma et al. for their ability to promote apoptosis of docetaxel-resistant MCF7-ADR breast cancer cells and were shown to hypersensitized these cells to the chemotherapeutic agent [50]. Specific siRNA was used to suppress the expression of survivin, a member of the inhibitor of apoptosis protein (IAP) family overexpressed in tumor cells, helping to reverse cisplatin-resistance of A549/DDP multidrug-resistant human lung adenocarcinoma cells [51]. Finally, siRNA-mediated silencing of ERCC1 (excision repair cross complementing group 1) sensitized human colorectal cancer cells to oxaliplatin-induced cell death [52]. Conversely, overexpression of gene associated with resistance decreased sensitivity to drugs. This was for example shown for another transmembrane protein encoding gene, TMEM205. Indeed, an elevated expression of TMEM205 in human cisplatin-resistant cells was associated with cisplatin resistance and ectopic expression of TMEM205 in the cisplatin-sensitive parental cells was shown to confer resistance to cisplatin [53].

The function of TMEM45A is unknown. Our results show that it has an anti-apoptotic function but its mechanism of action remains to be unraveled. Two hypotheses can be proposed: (i) Our results show that TMEM45A protein is induced upon differentiation of keratinocytes, which coincides with an arrest of cell proliferation. Cycling cells are known to be more sensitive to topoisomerase inhibitors such as etoposide, notably because these inhibitors induce less DNA damage in non-dividing cells. However, we show here that TMEM45A is associated with hypoxia-induced resistance and we have previously shown that hypoxia does not prevent etoposide-induced DNA damage, neither does it accelerate their reparation [24]. (ii) TMEM45A is expressed in epithelial-derived cancer cells and highly expressed in differentiated keratinocytes, suggesting that it is involved in the normal function of growth arrested epithelial cells. One family of enzymes typically expressed in epithelia is the transglutaminase family. These enzymes have been associated with chemoresistance by at least two mechanisms: constitutive activation of the focal adhesion kinase and formation of a ternary complex with IκB/p65-p50 leading to activation of the transcription factor NF-κB. Both proteins are known to exert pro-survival activities [54]. A recent work demonstrated that transglutaminase 2 is inducible by hypoxia and suppresses apoptosis by modulating caspase 3 and NF-κB activity [55]. TMEM45A could inhibit apoptosis by promoting the expression of transglutaminase. Alternately, TMEM45A may have a function similar to that of TMEM205. This other transmembrane protein was shown to be co-localized with RAB8, a small endosomal recycling GTPase [56]. Members of this family of GTPases are important regulators of intracellular membrane sorting. In particular, they are thought to mediate membrane transport specificity. Association of TMEM205 with RAB8 could lead to reduced accumulation of cisplatin resulting in cellular resistance to the compound. Whether TMEM45A plays a similar role in MDA-MB-231 and HepG2 cells is not known.

A Kaplan–Meier survival plot was constructed from data from 286 lymph node–negative breast cancer patients who had not received adjuvant systemic treatment. We observed that high TMEM45A expression in primary breast tumors present a higher risk of cancer recurrence.

## Conclusions

Much has been learned in recent years regarding the genetics and molecular pathophysiology of breast cancer. However, chemoresistance is still a heavy burden in cancer patient treatment, and thus it represents a difficult challenge for future improvement of chemotherapy effectiveness. Therefore, a better understanding of the molecular mechanisms of breast cancer resistance should help to improve patient survival. The clinical significance of our findings is that high TMEM45A expression could be used as a molecular prognostic marker to identify patients who have an increased risk of cancer relapse after chemotherapy.

## Methods

### Cell culture and hypoxia incubation

MDA-MB-231 human breast cancer cells and HepG2 human hepatoma cells were maintained in culture in 75-cm2 polystyrene flasks (Costar) with respectively 15 ml of Roswell Park Memorial Institute medium (RPMI 1640, Invitrogen) or Dulbecco’s modified Eagle’s medium (DMEM), containing 10% of fetal calf serum (Invitrogen) and incubated under an atmosphere containing 5% CO_2_.

Primary culture of human skin keratinocytes was performed in autocrine culture as described in Minner et al. [37]. After written informed consent of patients (Dr Bienfait, Clinique St Luc, Namur-Bouge, Belgium), normal human abdominal skin samples were obtained from plastic surgery. The Medical Ethical Committee of Clinique St Luc, Namur-Bouge, approved all described studies, and all experiments were carried out according to the Declaration of Helsinki Principles. In autocrine culture, keratinocytes proliferate until the confluence of the culture is reached concomitantly with cell growth arrest and differentiation. To study high calcium concentration effect, keratinocytes were seeded at very low cell density. The next day, complete medium was changed and replaced by complete medium with 1.5 mM of calcium or normal medium that contains 0.06 mM of calcium.

For hypoxia experiments (1% O_2_), cells were incubated in serum-free CO_2_-independent medium (Invitrogen) supplemented with 1 mM L-glutamine (Sigma) with or without paclitaxel (Invitrogen) at 50 μM, epirubicin (Calbiochem) at 10 μM or etoposide (Sigma) at 50 μM. Normoxic control cells were incubated in the same conditions but in normal atmosphere (20% O_2_).

### siRNA transfection

Silencing of TMEM45A or HIF-1α expression was achieved using siGENOME SMARTpool human TMEM45A (#M-021085-00 containing a mix of 4 siRNA: CAAUGUACUUCUGGAGCUA, GGGAAAUGCUGGACAUCUU, AAGCGAACCUGCUAUCUUG, UAAACAAGGUCACUGGAAU) or HIF1A (#M-004018-05 containing a mix of 4 siRNA: CGUGUUAUCUGUCGCUUUC, GAUGAAAGAAUUACCGAAU, GAUGGAAGCACUAGACAAA, GGACACAGAUUUAGACUUG from Dharmacon. RISC-free control siRNA purchased from Dharmacon was used to control for non-specific effects. For siRNA experiments, 2x10^6^ cells were seeded in 75-cm^2^ polystyrene flasks (Costar) with 10 ml of medium containing 10% of fetal calf serum. Cells were then transfected 24 hours under standard culture conditions with 50 nM siRNA using the DharmaFECT 1 (Dharmacon) transfection reagent according to the manufacturer's instructions.

The transfection media were removed and replaced by culture media for 8 hours. Cells were then trypsinized and seeded at the appropriate density.

### Caspase 3 activity

The fluorogenic substrate Ac-DEVD-AFC was used to measure caspase 3 activity according to Cosse et al. [25].

### LDH release

The Â« cytotoxicity detection kit Â» from Roche Molecular Biochemicals was used to measure lactate dehydrogenase (LDH) release according to the manufacturer’s protocol.

### DNA fragmentation

The measurement of cytoplasmic histone-associated DNA fragments (mono- and oligonucleosomes) after induction of cell death was performed with the Â« cell death detection ELISA Â» (Roche Molecular Biochemicals). Data were normalized for the protein content determined by a BioRad protein assay.

### Visualization of DAPI-labelled nuclei

35,000 cells were seeded on glass coverslips in 24-well culture plates. 24 hours later, cells were incubated under normoxia or hypoxia with or without paclitaxel or epirubicin for 16 hours. Medium was then removed and cells were fixed for 10 min with PBS containing 4% paraformaldehyde and then washed 3 × 5 min in PBS. Cells were then permeabilized with 0.2% Triton X-100 in PBS. After 5 min, 5 μl of DAPI (10 μg/ml) (Sigma, St Louis, USA) were added in well. After 15 min of incubation in dark at 37°C, cells were washed with PBS. Then, the coverslips were mounted in Mowiol (Sigma, St Louis, USA) and observed with a fluorescence microscope at 352 nm.

### Real time RT-PCR

After the incubation, total RNA was extracted using the Total RNAgent extraction kit (Promega). mRNA contained in 2 μg total RNA was reverse transcribed using SuperScript II Reverse Transcriptase (Invitrogen) and oligodT primers according to the manufacturer’s instructions. Forward and reverse primers for TMEM45A were designed using the Primer Express 1.5 software (Applied Biosystem). Amplification reaction assays contained 1x SYBR Green PCR Mastermix (Applied Biosystem) and primers (Applied Biosystems) at the optimal concentrations. RPL13A was used as the reference gene for normalization in MDA-MB-231 and HepG2 cells while the geometric mean of the ct for TBP and RPLP0 was used for keratinocytes and mRNA expression level was quantified using the threshold cycle method.

### Western blot

After the incubation, cell lysates were recovered, proteins were separated by electrophoresis on NuPAGE gels and TMEM45A was revealed by western blot according to Mathay et al. [57]. Anti-TMEM45A antibody was diluted 1/1000 (Sigma, #HPA024082). RPL13 was used as loading control (anti-RPL13 antibody diluted 1/2000, Cell Signaling #27655).

### Immunohistochemical staining of human skin sections

Labeling of section of normal human skin was performed according to Mathay et al. [57], using the same anti-TMEM45A antibody as for the western blot analysis.

### Affymetrix

At the end of the incubation, total RNA was extracted using the Trizol extraction kit (Invitrogen). RNA concentration and purity were determined spectrophotometrically using the Nanodrop ND-1000 (NanoDrop Products). RNA integrity was assessed using an Agilent 2100 Bioanalyser (Agilent). All the steps, including cRNA target preparation, hybridization to Affymetrix HG-U133 Plus 2.0 arrays, washing and array signal acquisition were performed according to the manufacturer’s protocol (Affymetrix) by DNAVision service provider based in Belgium ( http://www.dnavision.com/). Total RNA spiked with bacterial RNA transcript positive controls was converted to double-strand cDNA in a reverse transcription reaction. Sample was then converted and amplified to antisense cRNA, labeled with biotin, in an in vitro transcription reaction. Fragmented biotinylated cRNA and hybridization controls (Affymetrix) were hybridized on array followed by washing and staining steps according to the manufacturer’s procedures. The hybridized probe array was then scanned using the GeneChip® Scanner 3000. Data have been deposited at GEO under accession number GSE39042.

### Statistics

SigmaStat software (Jandle Scientific, Germany) was used for the statistical analysis. Data are presented as means ± SD and were evaluated by one-way ANOVA, using the Holm-Sidak method.

For Affymetrix data normalization, we followed the procedure published by Pierre et al. [58]: probe-level data were normalized and gene expression summaries were computed for each probe set using GeneChip Robust Multichip Analysis (GC-RMA) [59] in the R statistical environment ( http://R-project.org). To process the datasets and in order to avoid inconsistencies, we did not choose CDF (Chip Definition File) but alternative CDFs from AffyProbeMiner, as recommended by Liu et al. [60]. Microsoft Excel was used to calculate average ratios and their standard deviations (S.D.) between CTL condition and the other conditions and between H tax and N tax conditions. p values were also calculated between these conditions. The data set was then filtered for low expression value and calls exhibiting values under an arbitrary threshold value of 8.84 (twice the value of the basal intensity) were considered ‘absent’ otherwise calls were considered ‘present’. Genes were finally considered ‘present’ if they had been assigned a present call in at least two of the three biological replicate samples and could thus be considered to be expressed genes. Fold changes calculated with ‘absent’ gene were considered as ‘qualitative’ difference.

To obtain the dendrogram, unsupervised hierarchical clustering by sample was performed on all probe sets using BRB-ArrayTools developed by Dr. Richard Simon and BRB-ArrayTools Development Team with centered correlation as distance metric and average linkage as linkage function.

For survival analysis, we searched GEO ( http://www.ncbi.nlm.nih.gov/geo/) for studies publishing data with available clinical information. The gene expression data were downloaded from 286 individuals with lymph node–negative breast cancer who had not received adjuvant systemic treatment [35] from GEO (accession number 2034). The downloaded data were GC-RMA normalized in the R statistical environment ( http://R-project.org). Survival analysis was performed using the Kaplan-Meier method and SigmaStat software was used to determine Kaplan-Meier probability of relapse-free survival for the 286 patients allocated to one of two subgroups of 143 patients stratified by TMEM45A expression. The Gehan-Breslow test was used to compare the curves and a p value <0.05 was considered as statistically significant.

## Abbreviations

HIF-1: Hypoxia-inducible factor-1; LDH: Lactate dehydrogenase; TMEM: Transmembrane protein.

## Competing interests

The author(s) declare that they have no competing interests.

## Authors’ contributions

LF, ER and CS carried out the all the experiments on cancer cells and drafted the manuscript. MP participated in the analysis of the microarray data. AH carried out the experiments on keratinocytes. TA, ODB and YP participated in the design of the study. CM conceived of the study, participated in its design and coordination and helped to draft the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/12/391/prepub

## Supplementary Material

Additional file 1 Figure S1.Hierarchical clustering of samples data using all genes with centered correlation and average linkage. Samples are clustered on the horizontal axis, with the vertical axis representing the degree of correlation between samples. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

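MDA-MB-231 cells were incubated for 16 hours at 20% oxygen (N) or 1% oxygen (H), with no drug, with 50 µM paclitaxel or with 10 µM epirubicin, and their RNA was hybridized to Affymetrix HG-U133 Plus 2.0 arrays. Of 18 deposited arrays, 12 were used, 2 for each of 6 conditions. For the other 6, titled as the third replicates, the title and the source name named different drug treatments and the same oxygen level. The paper does not say which is right. In their values, 6 of the 6 correlated more with the condition in their title (0.9927 to 0.9986) than with that in their source name (0.9381 to 0.9881). The array titled N epi was closest to H epi. Conditions were taken from labels and not from values, so these arrays were left out and entered only through the alternatives below.

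The authors normalized the arrays with GC-RMA, and the deposited values are on the log2 scale, from 2.23 (4.70 as a linear signal) to 16.6, with 38.2% of the values at the floor of their probe set. The probe set names are the standard Affymetrix ones, while the paper's methods name AffyProbeMiner chip definitions. No further normalization was applied. A probe set was tested when its linear signal exceeded 8.84, the paper's presence threshold, on both arrays of at least 1 condition, which kept 24151 of 54613 probe sets after 62 control probe sets were set aside. Between 41.4% and 42.6% of the probe sets were present on an array. Probe sets were named from the platform's gene table with current symbols: 41097 had 1 symbol, 1801 had several and were left unnamed, and 11777 were not listed. For gene lists, each of 11197 genes was represented by its probe set with the highest mean. The GAPDH control probe sets differed by 0.391 to 0.49 log2 units between the 3' and 5' ends, and the ACTB ones by -0.307 to 0.317. The ACTB difference moved with the conditions, from -0.307 to -0.206 on the N epi and H epi arrays, from -0.042 to -0.019 on the N arrays and from 0.071 to 0.317 on the H, N tax and H tax arrays, and its cause was not tested.

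The 6 conditions were fitted together with limma 3.58.1 under R 4.3.3 with data.table 1.17.8, with 6 residual degrees of freedom and 2.28 prior degrees of freedom. The comparisons were H against N, H tax against N tax, H epi against N epi, N tax against N, N epi against N, and 3 differences between hypoxia effects (paclitaxel against control, epirubicin against control and paclitaxel against epirubicin). All tests were two-sided, with Benjamini-Hochberg adjustment over the probe sets tested and a threshold of 0.05. A fold against a condition whose arrays were all under the presence threshold is given as a lower bound, computed against that threshold. The paper's selection (p under 0.005 and at least 4-fold) was applied with the unadjusted p of the same fit. Arrays were clustered by average linkage on 1 minus the centered correlation over all probe sets. For 22 gene lists, written before the data were examined, members past the test were counted. Each list was tested with camera at a preset correlation of 0.01 and again with an estimated correlation. Among them, the lists of Table 1 and of the qRT-PCR measurements hold genes that the study chose on these samples. The fit was tested on simulated data with known changes.

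The genes named were fixed by a rule: the genes of Table 1, of the qRT-PCR measurements and of the discussion, the 10 largest rises and 10 largest falls per comparison among those past the test without overlap of the arrays, and up to 4 members of each list that camera called, with its exceptions. Values in the paper's Table 1 had been seen when the rule was written. Genes outside the rule are named as chosen after their values were seen.

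The alternatives, set before the data were examined, were the third arrays added by title or by source name, each array left out in turn, a replicate block, no presence filter or one with a stricter threshold, quantile normalization, median centring of each array, a trended and robust variance, fits of each comparison's own conditions, other ways to cluster and, for lists, all probe sets of each gene. Leaving out N epi replicate 2 from all comparisons was added after the data were seen. The cell death, siRNA, protein, keratinocyte, HepG2 and patient data of the paper were not analysed here.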

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

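The tests of technical explanations for the patterns below were chosen only after those patterns were seen. The estimated correlation and the leaving out of arrays belong to the list tests and alternatives described above.

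The effect of hypoxia differed between treatments, tested as a difference of differences, for 956 probe sets between epirubicin-treated and control cells, for 198 between paclitaxel-treated and epirubicin-treated cells and for 29 between paclitaxel-treated and control cells. For TMEM45A the effect was lower by 6.59 log2 units (a difference of -6.59) with epirubicin than in control cells and higher by 3.83 with paclitaxel than with epirubicin. For TFRC, the transferrin receptor gene, it was higher by 2.81 with paclitaxel than in control cells.

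The paper covers the effect of the drugs in normoxia by clustering the arrays and in the genes it lists, without a count of changed probe sets, and here 5626 changed with paclitaxel (2478 to 6471 with 1 array left out) and 12698 with epirubicin (9148 to 12211). With paclitaxel 28 of 29 DNA replication genes were lower and 17 of 23 genes of the ATF4 and unfolded-protein response were higher, but both list calls were lost (adjusted p = 0.39 each with an estimated correlation). With epirubicin 7 of 8 core histone genes were higher and 14 of 19 cholesterol synthesis genes were lower, and these list calls were lost too (adjusted p = 0.33 and 0.74 with an estimated correlation).

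The first pattern is that the 124 probe sets at least 4-fold higher in H than in N, with a median log2 change of 2.53 there, showed no rise as a set from N epi to H epi, while of all 1064 probe sets raised in H 5 rose and 20 fell past the test. Values too low to show a rise are argued against as the whole cause. The 91 of the 124 present on all 4 epirubicin arrays had a median change of 0 from N epi to H epi. Their median absolute deviation was 0.32, so many of them did vary. A probe set can pass as present at its own floor, and ANGPTL4 was at 4.56 with an SD of 0 in both N epi and H epi. How many of the 91 were at their floor was not counted. A scaling difference between the N epi and H epi arrays is argued against, since the spiked poly-A controls shifted by 0.22. So is a rise already made by epirubicin in normoxia, since the median change of the 124 from N to N epi was -0.04 (median absolute deviation 0.96). Wrong oxygen labels on the epi arrays cannot be told apart from a missing response, since the test made restates the pattern. In it, limma called 0 of the 124 at least 2-fold higher in H epi, where 3979 of all probe sets had an unadjusted p under 0.05. Nothing else in the data gives the oxygen level of these arrays. The paper's real-time PCR of TMEM45A and its caspase 3 and LDH measures also showed no effect of hypoxia under epirubicin, as the labels would have it, but the paper does not tie them to the samples of the arrays. A broad lowering of transcripts by epirubicin, which the paper describes as inhibiting DNA and RNA synthesis, cannot be told apart from other causes either. As deposited, 94.3% of the changes of at least 4-fold from N to N epi were falls, against 53.4% with paclitaxel. The epirubicin share was 84.1% after quantile normalization and 77.8% after median centring. The spiked poly-A controls were 0.72 log2 units higher in N epi than in N, with up to 0.69 between replicates of 1 condition. On replicates 1 and 2 they were 9.15 and 8.67 in N epi against 8.37 and 8.00 in N. They were 9.41 and 8.85 in H epi against 8.67 and 7.98 in H. The hybridization controls were higher in N epi too, at 10.393 and 10.385 against 10.12 and 10.038 in N. In H epi they were 10.498 and 10.781 against 10.532 and 10.162 in H, lower on replicate 1 and higher on replicate 2. The poly-A rise therefore cannot be assigned to a lowering of transcripts alone. However, only 52.9% of all changes from N to N epi were falls as deposited (6721 against 5977 rises). The median change moved with the scaling, from 0 as deposited to 0.18 after quantile normalization and 0.41 after median centring. The 124 did not fall as a set, and TMEM45A rose in N epi.

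The second pattern is that N epi replicate 2 stood apart, with correlations of 0.9834 to 0.9893 with the other 3 epirubicin arrays. A share of untreated RNA in the sample is argued against as the whole cause, since 72 probe sets were at least 2-fold above both the N arrays and the other epirubicin arrays, against 9, 28 and 23 on those others, but a share as part of the cause stays open, since 3 were at least 2-fold below both, against 35, 49 and 364 on the others; among the 72 were ID2, ICAM1 and FOSB, chosen after their values were seen. Degraded RNA is argued against, since the GAPDH 3' to 5' difference was 0.457 and the other arrays spanned 0.391 to 0.49. A weaker or shorter exposure to epirubicin cannot be told apart from other causes: of 2256 probe sets at least 4-fold lower on each other epirubicin array, 2023 (89.7%) were higher on N epi replicate 2 than on each of them, but this restates how the array differs. No biological explanation was tested, since the design gives both N epi arrays 1 condition.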

How the results depend on the processing

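With 2 arrays per condition the counts of changed probe sets moved with the arrays used, while the TMEM45A changes kept their direction in every alternative except from N epi to H epi, where no call was made. In the fits without N epi replicate 2, which was left out of all comparisons only after the data were seen, and without each other array in turn, a lone array is assumed to vary like the other groups. The lowest and highest values with 1 array left out were 494 and 2642 for H against N, 143 and 336 for H tax against N tax, 152 and 3021 for H epi against N epi, 2478 and 6471 for N tax against N, 9148 and 12211 for N epi against N, 3 and 30 for paclitaxel against control, 165 and 3184 for epirubicin against control, 69 and 2247 for paclitaxel against epirubicin, and 59 and 76 for the selection between N tax and H tax. For TMEM45A they were 6.77 and 6.88 for H against N, 3.85 and 4.28 for H tax against N tax, -0.14 and 0.60 for H epi against N epi, and 3.46 and 4.21 for paclitaxel minus epirubicin. With the third arrays added by title, counts rose to 4979 for H against N, 1444 for H tax, 1302 for H epi, 9443 for N tax against N, 321 for paclitaxel against control, 2943 for epirubicin against control and 881 for paclitaxel against epirubicin. With the third arrays added by source name, limma called 0 in all 8 comparisons, with 44 to 1086 probe sets at an unadjusted p under 0.05, the selection held 1, and TMEM45A was not past the threshold at 5.61, 2.73 and, for paclitaxel minus epirubicin, 0.75. That setting also turned the sign of PFKFB4 for H epi against N epi (0.60) and of the mean of the oxidative phosphorylation list for N tax against N (0.05), of the mitosis list for epirubicin against control (0.22 to -0.05) and of the DNA replication list for paclitaxel against epirubicin (-0.14 to 0.03), apart from changes that were not past the test. In fits of each comparison's own arrays, the counts were 1 for H tax, 0 for H epi (limma, with 1704 at an unadjusted p under 0.05), 17, 319 and 15 for the 3 differences of hypoxia effects in the order above, and TMEM45A at 4.06 and 3.83 was not past the threshold, while its paclitaxel against control difference passed (-2.76, adjusted p = 0.043); fewer arrays estimate the spread there. With a replicate block, H epi gave 150 and paclitaxel against control 16, and the TMEM45A difference of paclitaxel against control passed the test (adjusted p = 0.026). The deviations of equally numbered arrays correlated at -0.18 to 0.30 over the 15 pairs of conditions, which does not establish that the numbers pair the arrays, although the spiked poly-A controls were higher in replicate 1 than in replicate 2 in 6 of 6 conditions, and the paper's 3 independent experiments are not tied to array numbers. Without the presence filter, H against N gave 1318, paclitaxel against control 81 and paclitaxel against epirubicin 351, and with a stricter threshold paclitaxel against control gave 14. Quantile normalization gave 681 for H epi and 18 for paclitaxel against control, and median centring 594 and 16. The trended, robust variance left every count within 1.5 times its value. Clustering by Spearman's correlation joined the replicates first in 3 conditions in place of 4, no longer in H tax. Of 176 list tests, 48 were called, and 16 with an estimated correlation, which widens the test by construction. The 16 belong to the glycolysis and hypoxia response lists and to the lists of Table 1 and of the qRT-PCR genes. The genes of these last lists were chosen by the study on these samples, so their calls are no independent evidence. Of 120 named changes past the test, 119 remained so with the third arrays by title, 0 by source name, 118 with the replicate block, 118 after quantile normalization, 102 without the presence filter, 83 in fits of the comparison's own arrays and 116 without N epi replicate 2. Apart from these constructions, the cause was not tested. Signal over background limits what can be seen, since transcripts under the presence threshold in both conditions were not tested.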

Differences from the paper's values

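Each value here is a fold computed from 2 arrays per condition, set beside the paper's mean of 3 ratios in its Table 1, for the 23 genes with 1 probe set in that table. The paper's methods say that average ratios were calculated with their standard deviations, which on a plain reading are on the scale of the ratios. However, the paper's SD columns have a median of 0.11 in both N and H, although the median folds are 1 and 9.04. They were therefore taken here as relative to the fold. The 14 alternatives for each fold and 15 of the 16 for the count were set before the data were examined. The other 1 for the count, without N epi replicate 2, was added after the data were seen. The replicate block, both changes of the presence filter, the trended, robust variance and fits of own conditions keep a log2 change as it is. For PFKFB4 from N epi to H epi it was -0.69 in each of these settings. For a fold they repeat the main value, so a difference in them is no further evidence.

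For H over N, the paper's SPAG4 fold is 84.19 and here 54.6, with no difference without N replicate 1, with quantile normalization and with median centring, and a difference in the other alternatives. For H tax over N tax, the paper's SPAG4 fold is 52.76 and here 31.5, and only quantile normalization gave no difference. The paper's ALDOC folds are 91.10 for H over N and 48.31 for H tax over N tax, and here 47.5 and 27.2. They differed in every alternative, including those that can change a fold. The paper's ANGPTL4 fold for H over N is 53.47 and here 32.4, with no difference without H replicate 2 and with quantile normalization only. The paper's PFKFB4 fold for H epi over N epi is 0.94 and here 0.621. There was no difference with the third arrays added by title or by source name, without N epi replicate 1, without H epi replicate 2 and with median centring. The other alternatives gave a difference. Both folds are uncertain, since PFKFB4 was at 3.93 ± 0.08 in N epi and 3.24 ± 0.20 in H epi (log2), near the presence threshold of 3.14. Table 1 of the paper also marks its values in these conditions as qualitative. The paper's WFDC3 fold for H over N is 8.94 and here 5.12, with no difference with the third arrays added by source name only, and for H tax over N tax the paper's is 6.28 and here 3.42, with a difference in all alternatives.

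For PGF the probe set with the highest mean, taken here by rule, gave 1.15 for H over N, 0.897 for H tax over N tax, 0.912 for H epi over N epi and 1.34 for N tax over N, against the paper's 12.21, 4.69, 0.56 and 0.61. The first and second of these differed in all alternatives, the third did not with the third arrays added by source name and without H epi replicate 2, and the fourth did not with the third arrays added by source name. The other PGF probe set, which was looked up after these values were seen, gave 9.41, 3.25, 0.368 and 0.75.

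At the paper's thresholds between N tax and H tax, the paper's count is 31 probe sets and here 59. Of the alternatives, only the third arrays added by title gave a count taken as not differing, 42, which is still above 31. The count differed in the others. The paper's text gives no test for the p values of the arrays, and here limma's was used. Of the 27 genes of Table 1, 21 were selected here and WFDC3, RAB20, PGF, ZNF395, ANKZF1 and IL24 were not. WFDC3 was selected without N tax replicate 1, RAB20 without N tax replicate 2 and with quantile normalization, and ANKZF1 in these last settings and without H tax replicate 1, while PGF, ZNF395 and IL24 were selected in none of the settings run. The paper lists IL24 as lower in H tax, and its log2 change here was -2.61 (unadjusted p = 0.037, adjusted p = 0.354). The paper reports by qRT-PCR a change of STC1 and GDF15, and on the arrays STC1 rose from N to H while GDF15 was not past the test in any of the 3 hypoxia comparisons. The paper does not say which change of GDF15 it means, and from N to N tax GDF15 was 15.5-fold higher (log2 change 3.95, adjusted p = 0.0599). This change passed the test with the third arrays added by title (adjusted p = 0.00085), with quantile normalization (0.039) and with median centring (0.032). Its size depended on the N arrays, since without N replicate 2 the log2 change was 5.67. Without N epi replicate 2, added after the data were seen, it stayed at 3.95. Of the compared folds, 23 of 23 for H over N, 22 of 23 for H tax over N tax, 20 of 22 for H epi over N epi, 18 of 22 for N tax over N and 21 of 22 for N epi over N had the paper's direction, and in the same order 18 of 23, 19 of 23, 20 of 22, 21 of 22 and 22 of 22 did not differ. These counts rest neither on size alone nor on spread alone, so not differing does not mean close. For H epi over N epi, RAB20 (0.48 in the paper, 0.278 here, SD 0.208) was counted as not differing. PFKFB4 (0.94 in the paper, 0.621 here, SD 0.0936) was counted as differing. IL24 for N epi over N (6.86 in the paper, 3.98 here, SD 8.05) was counted as not differing. So was ZNF395 for H tax over N tax (4.49 in the paper, 3.2 here, SD 0.103).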

Other observations

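In normoxia, many genes of the ATF4 and unfolded-protein response rose with paclitaxel and many of DNA replication fell (N tax against N, n = 2 arrays per condition), although the calls of both lists were lost with an estimated correlation. IFIT2 and ISG20, both interferon-induced genes, rose by 4.50 log2 units (standard error 0.68, adjusted p = 0.00268) and 4.04 log2 units (adjusted p = 0.000613), and RSAD2, an antiviral gene, was at least 8.3-fold higher (adjusted p = 1.68e-06). Of 23 ATF4 and unfolded-protein-response genes, 17 rose (18 adjusted over the list alone; adjusted p = 0.39 with an estimated correlation), among them ATF3, a stress-induced transcription factor gene, by 3.77 (adjusted p = 0.00273), SLC3A2, an amino acid transporter subunit gene, by 2.89 (adjusted p = 0.000196) and PHGDH, a serine synthesis gene, by 2.44 (adjusted p = 0.000583). Of 29 DNA replication genes, 28 fell (29 adjusted over the list alone; median log2 change -1.51; adjusted p = 0.39 with an estimated correlation), and among them MCM6 of the replicative helicase fell by 2.02, UHRF1 fell by 2.16 and the sliding clamp gene PCNA fell by 1.20. Of 19 cholesterol synthesis genes, 10 fell (14 adjusted over the list alone; adjusted p = 0.75 with an estimated correlation), and among them ACAT2 fell by 1.32 and LSS fell by 1.13.

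With epirubicin in normoxia, many genes of cholesterol synthesis and mitosis fell and core histone genes rose (N epi against N, n = 2 arrays per condition), although the calls of these 3 lists were lost with an estimated correlation. DUSP4 and DUSP6, both MAP kinase phosphatase genes, fell by 6.33 log2 units (standard error 0.73, adjusted p = 0.000305) and 6.00 log2 units (adjusted p = 0.00252), SPRY1 fell by 6.17 (adjusted p = 0.000122; its other probe set fell by 1.70) and INSIG1, a sterol feedback gene, fell by 5.82 (adjusted p = 0.00039). Of 19 cholesterol synthesis genes, 14 fell and 1, PMVK, rose by 0.79 (15 lower and 1 higher adjusted over the list alone; adjusted p = 0.74 with an estimated correlation), and HMGCS1 fell by 4.02. Of 30 mitosis genes, 18 fell and 2 rose (18 lower and 2 higher adjusted over the list alone; adjusted p = 0.74 with an estimated correlation): CENPF fell by 2.18, TTK fell by 2.41 and AURKA fell by 1.57, and BIRC5, the survivin gene, rose by 0.75 and MAD2L1 by 0.43. Of 8 core histone genes, 7 rose (7 adjusted over the list alone; adjusted p = 0.33 with an estimated correlation), H2AC6 by 1.28 and H2BC12 by 0.96. THBS1, the thrombospondin 1 gene, rose by 2.84 (adjusted p = 1.04e-05) and TFF1 by 3.00 (adjusted p = 3.57e-05). N epi replicate 2 differed from replicate 1 in several of these genes, with SDs of 2.03 for DUSP4, 3.15 for DUSP6 and 1.91 for INSIG1 in N epi. The median of present probe sets was lower by 0.41 log2 units in N epi than in N, and the median change of N epi against N moved by 0.41 with median centring and by 0.18 with quantile normalization.

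On the 6 arrays whose labels disagree on the drug, the TMEM45A log2 signal was 5.79, 7.53 and 8.00 on the 3 arrays at 20% oxygen and 11.26, 10.70 and 8.07 on the 3 arrays at 1% oxygen. By correlation over all probe sets, 6 of the 6 arrays were closer to the arrays of the condition in their title than to those of the condition in their source name (0.9927 to 0.9986 against 0.9381 to 0.9881), and 5 were closest to the former of all conditions.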
